# Krill Oil Treatment Increases Distinct PUFAs and Oxylipins in Adipose Tissue and Liver and Attenuates Obesity-Associated Inflammation via Direct and Indirect Mechanisms

**DOI:** 10.3390/nu13082836

**Published:** 2021-08-18

**Authors:** Eveline Gart, Kanita Salic, Martine C. Morrison, Martien Caspers, Wim van Duyvenvoorde, Marieke Heijnk, Martin Giera, Ivana Bobeldijk-Pastorova, Jaap Keijer, Andreas B. Storsve, Petter-Arnt Hals, Robert Kleemann

**Keywords:** krill oil, polyunsaturated fatty acids (PUFAs), obesity, inflammation, oxylipins, adipogenesis

## Abstract

The development of obesity is characterized by the metabolic overload of tissues and subsequent organ inflammation. The health effects of krill oil (KrO) on obesity-associated inflammation remain largely elusive, because long-term treatments with KrO have not been performed to date. Therefore, we examined the putative health effects of 28 weeks of 3% (*w*/*w*) KrO supplementation to an obesogenic diet (HFD) with fat derived mostly from lard. The HFD with KrO was compared to an HFD control group to evaluate the effects on fatty acid composition and associated inflammation in epididymal white adipose tissue (eWAT) and the liver during obesity development. KrO treatment increased the concentrations of EPA and DHA and associated oxylipins, including 18-HEPE, RvE_2_ and 14-HDHA in eWAT and the liver. Simultaneously, KrO decreased arachidonic acid concentrations and arachidonic-acid-derived oxylipins (e.g., HETEs, PGD_2_, PGE_2_, PGF_2_α, TXB_2_). In eWAT, KrO activated regulators of adipogenesis (e.g., PPARγ, CEBPα, KLF15, STAT5A), induced a shift towards smaller adipocytes and increased the total adipocyte numbers indicative for hyperplasia. KrO reduced crown-like structures in eWAT, and suppressed HFD-stimulated inflammatory pathways including TNFα and CCL2/MCP-1 signaling. The observed eWAT changes were accompanied by reduced plasma leptin and increased plasma adiponectin levels over time, and improved insulin resistance (HOMA-IR). In the liver, KrO suppressed inflammatory signaling pathways, including those controlled by IL-1β and M-CSF, without affecting liver histology. Furthermore, KrO deactivated hepatic REL-A/p65-NF-κB signaling, consistent with increased PPARα protein expression and a trend towards an increase in IkBα. In conclusion, long-term KrO treatment increased several anti-inflammatory PUFAs and oxylipins in WAT and the liver. These changes were accompanied by beneficial effects on general metabolism and inflammatory tone at the tissue level. The stimulation of adipogenesis by KrO allows for safe fat storage and may, together with more direct PPAR-mediated anti-inflammatory mechanisms, attenuate inflammation.

## 1. Introduction

Metabolic overload caused by excessive intake of energy-dense foods promotes the development of obesity, which is characterized by inflammation in white adipose tissue (WAT) and the liver [1]. During the development of obesity, WAT expands to store the energy surplus. This WAT expansion involves two processes: adipocyte hyperplasia (an increase in the cell number via adipogenesis) and adipocyte hypertrophy (an increase in cell size) [2]. Both processes have a physiological limit, and these vary between different WAT depots. The epididymal WAT (eWAT) of mice, for example, predominantly responds to metabolic overload with hypertrophy [3]. We and others have shown that the time point of maximal eWAT expansion coincides with the development of adipose tissue inflammation [3,4]. eWAT is thought to be particularly susceptible to becoming inflamed because of its limited ability to initiate the adipogenesis program required for hyperplasia. The development of hypertrophic and inflamed WAT is typically paralleled by changes in systemic inflammation markers, including cytokines (e.g., TNF-α, Il-6) and adipokines [5]. These circulating factors can contribute to the development of insulin resistance as well as liver steatosis and inflammation in obese subjects [6]. Treatments that could correct metabolic imbalances and exert anti-inflammatory activities would be beneficial for all obesity-associated disorders.

Krill oil (KrO), a marine oil extracted from Antarctic krill, is rich in phospholipids (>55% of total lipids), most of which are phosphatidylcholines (>85%). KrO has a high content of long-chain omega-3 polyunsaturated fatty acids (PUFAs), in particular eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA) [7]. Lipids from KrO can be stored in cells or converted intracellularly into a variety of bioactive oxylipins that can act as direct inflammatory modulators [8]. Many of the fatty acids (FAs) present in KrO, as well as their metabolites, are ligands of transcriptional regulators, including peroxisome-proliferator-activated receptors (PPARs) [9]. PPARα and PPARγ are predominately expressed in the liver and WAT, respectively, where they control the expression of genes that are critical for metabolism and adipogenesis. In addition, PPARs have anti-inflammatory properties, and can repress NF-κB-mediated transcription via multiple mechanisms (including direct physical association and upregulation of the IκBα protein) [10,11,12]. Besides being a ligand for PPARs, KrO-derived EPA and DHA can displace arachidonic acid (ARA), an omega-6 FA with proinflammatory properties, from membranes and may also compete with ARA for further enzymatic processing [13]. Via these indirect mechanisms, EPA and DHA can attenuate the pro-inflammatory effects of ARA and its downstream metabolites, such as hydroxyeicosatetraenoic acids (HETEs), oxoeicosanoids (KETEs), prostaglandins (PGs), thromboxanes (TXs) and leukotrienes (LTs) [14]. Furthermore, EPA and DHA themselves can be enzymatically converted into inflammation-resolving mediators, including hydroxyeicosapentaenoic acids (HEPEs), hydroxy docosahexaenoic acids (HDHAs) and further into resolvins (RVs), protectins (PDs) and maresins (MaRs) [14].

In this study, our aim was to examine the putative health effects of long-term (28 weeks) KrO supplementation (3% *w*/*w*) in mice, since the health effects of KrO on obesity-associated organ inflammation remain largely elusive due to the lack of long-term treatment studies using physiologically relevant KrO concentrations. A small number of relatively short studies (less than 12 weeks of KrO treatment [15,16,17,18,19]) consistently point to an improvement of metabolic homeostasis and metabolic risk factors. To gain a better mechanistic insight into how KrO exerts its effects, we analyzed WAT and the liver by means of genome-wide mRNA sequencing to identify molecular pathways and critical upstream regulators. Furthermore, both tissues were subject to a comprehensive fatty acid composition analysis, including oxylipins using LC-MS/MS. Ldlr−/− Leiden mice were chosen as a model because these mice develop obesity in combination with pronounced hyperinsulinemia and adipose tissue and liver inflammation when treated with energy-dense diets for 28 weeks (to allow for the histological analysis of organ inflammation) with a human-diet-like macronutrient composition, not requiring dietary supplementation with cholesterol [20,21,22,23]. Under the experimental conditions employed herein, Ldlr−/− Leiden mice have been shown to develop histopathological features similar to humans and they recapitulate human disease pathways, as demonstrated by recent comparative transcriptomics, metabolomics and proteomics studies [21,22,24]. We show that long-term KrO treatment markedly affects the tissue levels of PUFAs and oxylipins, and consistently with this, reduces their inflammatory tone.

## 2. Materials and Methods

### 2.1. Animals, Diets and Study Design

All animal experiments were performed in accordance with the Animal Care and Use Committee and ethical approval by an independent Animal Welfare Body (IVD TNO; approval number 3682/TNO-274). Male Ldlr−/− Leiden mice were obtained from the breeding facility of TNO Metabolic Health Research, Leiden, The Netherlands. All mice were group-housed in an AAALAC-accredited animal facility (relative humidity 50–60%, temperature ~21 °C, light cycle 7 am to 7 pm) and had ad libitum access to food and water. Body weight and blood glucose data obtained before the start of dietary treatment were used to match mice into three comparable groups, to ensure that group differences at the end were attributable to the treatment they received during the study and not due to differences at baseline. The control group (*n* = 15) was treated with an energy-dense high-fat diet (HFD; D12451, Research Diets Inc.; 20 kcal% protein, 35 kcal% carbohydrate, 45 kcal% fat, with 39 kcal% from lard and 6 kcal% from soybean oil). The KrO treatment group received an HFD in which 3% of the total diet was replaced with KrO (KrO diet). The KrO (Superba Boost, Aker BioMarine Antarctic ASA, Lysaker, Norway) itself contained EPA ≥150 mg/g and DHA ≥70 mg/g, which is approximately 20% of EPA and DHA fatty acids in KrO. Fatty acids are structural components of lipid species that are efficiently taken up in the intestine (phospholipids). KrO is a marine oil that is particularly rich in phospholipids and the KrO used in this study contained ≥560 mg/g phospholipids, of which ≥480 mg was phosphatidylcholine. At an expected average daily intake of 3 g diet per mouse, the dietary intake of KrO was 0.09 g/mouse/day on average. HFD and KrO diets were isocaloric. A reference group remained on a low-fat control chow diet (*n* = 6) (chow; Ssniff-Spezialdiäten GmbH, Soest, Germany).

Body weight and food intake were measured regularly, and body composition was determined using echoMRI (EchoMRI-LLC, Houston, TX, USA). Blood samples were taken from the tail vein at the start of the study and after 8 weeks, 16 weeks and 28 weeks. In week 28, animals were terminated after 5 h fasting via gradual-fill CO_2_ asphyxiation and a terminal blood sample was collected via cardiac puncture. Isolated adipose and liver tissues were fixed in formalin and paraffin-embedded for histological analysis, or snap-frozen and stored at −80 °C for gene expression, lipid and protein analyses.

### 2.2. Blood Chemistry

Analyses of cholesterol, triglycerides, insulin, leptin, adiponectin, ALAT in fasting EDTA plasma and blood glucose were performed as described previously [22]. The blood sampling over time allowed us to calculate area under the curve (AUC) values of plasma parameters (GraphPad Prism, version 8 for Windows, GraphPad Software, La Jolla, CA, USA, www.graphpad.com, accessed on 23 March 2021). Free fatty acids (FFAs) were measured in orlistat (1 mg/L; Sigma-Aldrich, St. Louis, MO, USA) [25]-treated plasma and quantified with the NEFA-HR kit (Instruchemie, Delfzijl, The Netherlands).

### 2.3. Total Fatty Acid Composition Analysis in Dry Blood Spots, White Adipose Tissue and Liver

Dry blood spots (DBSs) collected during blood sampling, as well as tissue collected at sacrifice from eWAT and the liver, were analyzed for their fatty acid composition (OmegaQuant Analytics, Sioux Falls, SD, USA). Briefly, blood was collected during blood sampling after 28 weeks of treatment on filter paper pre-treated with an antioxidant cocktail (Fatty Acid Preservative Solution) and dried at room temperature for 15 min. Tissue samples were weighed and transferred into screw-cap glass vials that contained tritricosanoin as an internal standard (tri-C23:0 TG) (NuCheck Prep, Elysian, MN, USA). These tissues were homogenized and then extracted with a modified Folch extraction. A portion of the organic layer was transferred to a screw-cap glass vial and dried in a speed vac. The dried tissue samples and a punch of the DBS filter paper in screw-cap glass vials were treated with BTM solution (methanol containing 14% boron trifluoride, toluene, methanol; 35:30:35 *v*/*v*/*v*) (Sigma-Aldrich). The vial was briefly vortexed and heated (100 °C for 45 min). After cooling, hexane (EMD Chemicals, New Hampshire, MA, USA) and HPLC-grade water were added, and samples were vortexed and centrifuged to separate layers. An aliquot of the hexane layer was used for gas chromatography (GC). GC was carried out using a GC-2010 (Shimadzu Corporation, Columbia, MD, USA) equipped with a SP-2560, 100-m fused silica capillary column (0.25 mm internal diameter, 0.2 µm film thickness; Supelco, Bellefonte, PA, USA). Fatty acids were identified and calibrated using a standard mixture of defined fatty acids (GLC OQ-A, NuCheck Prep). Fatty acid composition was expressed relatively (percentage of total identified fatty acids) and given in absolute concentrations (µg fatty acid per mg WAT or liver tissue).

### 2.4. Free Fatty Acids and Lipid Mediator Composition in White Adipose Tissue and Liver

White adipose and liver tissues from sacrificed mice were homogenized in water at a concentration of 0.33 mg/µL (Biosolve, Valkenswaard, The Netherlands). WAT (10 mg) or liver tissue (2.7 mg) homogenates were mixed with 600 µL MeOH (Merck, Darmstadt, Germany) containing internal standards (0.33 ng/mL PGE_2_-d4, LTB_4_-d4, 15-HETE-d8, 14(15)-EET-d11, 0.66 ng/mL 8-iso-PGF_2_ alpha-d4 and 3.3 ng/mL DHA-d5, all Cayman Chemical, Ann Abor, MI, USA) and 200 µL water was added to the mixture. Samples were incubated for 20 min at −20 °C and centrifuged (10 min at 16.100× *g*, 4 °C). Supernatant was diluted with water, acidified to pH ±3.0 using formic acid (VWR, Darmstadt, Germany) and applied to C18 SPE cartridges (Sep-Pak C18, 200 mg, 3 cc, Waters, Milford, MA, USA). The obtained samples were cleaned consecutively with water and *n*-hexane (VWR) and eluted using methyl formate (Sigma-Aldrich). The eluate was dried at 40 °C under a stream of nitrogen and reconstituted in 40% MeOH. Samples were analyzed using an LC-MS/MS system consisting of two LC-30AD pumps, a SIL-30AC autosampler and a CTO-20AC column oven (All Shimadzu, Hertogenbosch, The Netherlands). Samples were injected with an autosampler (at 6 °C) and separated on a Kinetex C18 column (Phenomenex, Aschaffenburg, Germany, 50 × 2.1 mm, 1.7 µm) using a gradient of 0.01% acetic acid (Fluka, Darmstadt, Germany) in water (Honeywell-Riedel de Haën, Seelze, Germany; eluent A) and 0.01% acetic acid in MeOH (eluent B) with the oven at 50 °C. The gradient was as follows: 0.0–1.0 min constant at 30% B, 1.0–1.1 min linear increase to 45% B, 1.1–2.0 min linear increase to 53.5% B, 2.0–4.4 min linear increase to 55.5% B, 4.0–7.0 min linear increase to 90% B, 7.0–7.1 min linear increase to 100% B, 7.1–9.0 min constant at 100% B, 9.0–9.5 min linear decrease to 30% B, 9.5–11.5 min constant at 30% B. Detection was achieved on a Qtrap 6500 (Sciex Nieuwerkerk a/d, IJssel, The Netherlands) equipped with an ESI source. The MS was operated in negative scheduled MRM mode, with the source needle voltage at −4500 V, drying temperature of 450 °C, ion source gas 1 and 2 (both air) at respectively 40 and 30 psi and the nitrogen nebulizer gas at 30 psi. The entrance potential was set to 10 V and the collision gas flow to ‘medium’. Individually optimized parameters for each compound can be found in Supplementary Table S1.

The detected lipid mediators PDX and RvE_2_ were identified based on comparisons with authentic standard material. Both substances showed closely matching (<0.5% deviation) relative retention times between samples and authentic standard material. Furthermore, the tandem mass spectra for PDX were closely matched (Supplementary Figure S1). In the case of RvE_2_, we monitored four characteristic fragment ions of RvE_2_ by means of a dedicated product ion scan LC-MS/MS method. The obtained relative retention times and ion ratios were also compared with authentic standard material (Supplementary Figure S2). Standards of RvE_1_, RvE_2_, 18(R)-RvE_3_ and 18(S)-RvE_3_ were gifts from Dr. Makoto Arita (Tokyo, Japan); all other standards were obtained from Cayman Chemicals.

### 2.5. Histological Analysis of Adipose Tissue and Liver

Paraffin-embedded 5-µm-thick cross sections of eWAT were stained with hematoxylin-phloxine-saffron and scanned for digital analysis (Aperio AT2, Leica Biosystems, Amsterdam, The Netherlands). Cell size and counts of adipocytes were analyzed using Adiposoft [26]. Inflammation was quantified by scoring the amount of crown-like structures (CLS) and expressed as the number of CLS/1000 adipocytes, as described previously in detail [27]. The calculation of total eWAT cell numbers as a measure of hyperplasia was performed using a well-established mathematical model [28].

The histopathological analysis of liver steatosis and hypertrophy was performed on 3-µm-thick hematoxylin-eosin-stained cross sections of the medial lobe using a standardized method for rodent liver histopathology, based on the human NAS scoring system [29,30]. The percentages of the total liver sections affected by steatosis and hypertrophy translate into the NAS categories of severity as follows: 0 (<5%), 1 (5–33%), 2 (34–66%) and 3 (>66%) [29]. In addition, F4/80 immunostaining was performed on the liver sections as detailed in [21] and the number of F4/80-positive CLSs was counted in three nonoverlapping fields and expressed per mm^2^.

### 2.6. Liver Biochemistry

Total hepatic triglyceride content was determined in crude liver homogenates by following the Bligh and Dyer method for lipid extraction with methanol and chloroform [31]. In the same liver homogenates, protein levels were determined, using a Lowry protein assay. The lipids were separated by means of high-performance liquid chromatography (HPTLC) on silica gel plates and stained with color reagent (5 g of MnCl_2_•4 H_2_O, 32 mL of 95–97% H_2_SO_4_ added to 960 mL of CH_3_OH:H_2_O 1:1 *v*/*v*). The liver triglyceride bands were quantified with a ChemiDoc Touch Imaging System (Bio-Rad, Hercules, CA, USA) using Image-lab version 5.2.1 software (Bio-Rad) and were expressed per mg protein.

### 2.7. Genome-Wide Gene Expression Analysis

Next generation sequencing (NGS) was performed essentially as described [21]. Briefly, total RNA was extracted from eWAT using an Ambion RNAqueous total RNA isolation kit (Thermo Fisher Scientific, Waltman, MA, USA) and from the liver using the RNA-Bee total-RNA isolation kit (Bio-Connect, Huissen, The Netherlands), and was subsequently purified using PureLink RNA Mini Kit (Thermo Fisher Scientific). The RNA concentration was determined spectrophotometrically using a Nanodrop 1000 (Isogen Life Science, De Meern, The Netherlands), and RNA quality was assessed using a 2100 Bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands). Strand-specific messenger RNA sequencing libraries were multiplexed, clustered and sequenced on a Nextseq500 V2 system (Illumina, San Diego, CA, USA) at Genomescan (Leiden, The Netherlands). The sequenced, annotated and aligned gene counts served as inputs for the differentially expressed gene (DEG) analysis using the Deseq2-method [32]. The integrity of the gene expression datasets from eWAT and the liver were analyzed (e.g., distance matrix and principal component analysis) and 10% technical outliers were excluded. For the subsequent bioinformatical analysis, *n* = 5 chow, *n* = 9 HFD and *n* = 9 KrO liver samples, as well as *n* = 5 chow, *n* = 8 HFD and *n* = 10 KrO eWAT samples, were used. DEGs were used as inputs for pathway analysis through Ingenuity Pathway Analysis (IPA; www.ingenuity.com, accessed on 23 March 2021). IPA uses gene expression data of all known downstream target genes to predict the activation or deactivation of an upstream regulator. Z-scores greater than 2 indicate the enhanced activity of an upstream regulator, whereas a Z-score less than −2 indicates the reduced activity of an upstream regulator [21]. The *p*-value indicates the significance of the gene enrichment of these upstream regulators.

### 2.8. Western Blot Analysis

Liver tissue from HFD- and KrO-treated mice (*n* = 4/group) were homogenized in lysis buffer containing 150 mM NaCL, 1 mM EDTA PH = 8, 50 mM Tris-HCL PH = 7.4, 1% Igepal, 0.25% deoxycholate, 0.1% SDS, 1 mM PMSF, 1 mM Na_3_VO_4_ and complete mini EDTA-free protease inhibitor (Roche, Mannheim, Germany). Homogenates were centrifuged at 13,000 rpm for 15 min at 4 °C, and the protein content of the supernatant was determined using the BCA Protein Assay Kit (Thermo Fisher Scientific). Proteins (50 ug) in 2× SDS Laemmli Sample Buffer (1:1 *v*/*v*; Sigma-Aldrich) were boiled for 5 min at 95 °C. Subsequently, samples were separated on a 4–20% (*w*/*v*) SDS-page gel (mini-Protean TGX stain-free precast gels; Bio-Rad). Proteins were transferred onto Trans-blot Turbo mini PVDF blotting membranes (Bio-Rad) using the MIXED MW program on the Trans-blot Turbo Bio-Rad machine. The blotting membranes were blocked for 1 h with 5% (*w*/*v*) milk powder in tris-buffered saline with 0.1% Tween 20 and incubated overnight at 4 °C with either the primary antibody IκBα (#9242S–1:1000 *v*/*v*; Cell Signaling, Leiden, The Netherlands), PPARα (ab24509–1:1000 *v*/*v*; Abcam, Cambridge, UK) or αTubulin (T5168-1:1000 *v*/*v*; Sigma-Aldrich). Secondary antibody (anti-mouse HRP conjugate #7076S-1:2000 *v/v* or anti-rabbit HRP conjugate #7074S-1:2000 *v*/*v*; Cell Signaling) was added and SuperSignal West Femto (Thermo Fisher Scientific) was used to visualize protein bands. Blots were analyzed with a ChemiDoc Touch Imaging system (Bio-Rad) and band intensities were normalized to αTubulin.

### 2.9. Statistical Analysis

All data shown are presented as mean ± standard deviation (SD). The experiments investigated the null hypothesis that KrO does not have beneficial effects on disease parameters relative to controls (HFD). Therefore, KrO was compared to the HFD control group, and data from chow mice were provided as a reference. The significance of differences between KrO and HFD was tested using one-sided *t*-tests (α = 0.05) if the data were normally distributed with equal variances. Data sets that were not normally distributed or with unequal variances were tested with a Mann–Whitney U test. IPA analysis to determine differentially expressed genes were based on Fisher’s exact test (α = 0.01).

## 3. Results

### 3.1. Long-Term KrO Treatment Improves Lipid Composition in Blood, eWAT and Liver Tissue

During 28 weeks of HFD feeding, body weight increased from 29.4 g to 52.7 g in the HFD control group. EchoMRI analysis showed that the observed weight gain relative to chow could mainly be ascribed to an increase in fat mass (Table 1). KrO treatment had no effect on body weight development, total fat mass or absolute mass of eWAT or subcutaneous WAT (sWAT), whereas the mesenteric WAT (mWAT) mass was significantly lower than in HFD. The energy intake was comparable in all groups. Plasma lipids were significantly elevated by the HFD compared with chow, indicating a state of hyperlipidemia, and were not affected by KrO (Table 1).

To assess whether KrO altered the omega-3 FA content in the circulation, we analyzed the FA composition in dry blood spots (Supplementary Table S2). Compared to HFD, KrO treatment significantly increased the relative amounts of omega-3 FAs, with marked effects on EPA (19.8-fold) and DHA (1.5-fold).

We next examined whether similar changes would occur at the tissue level (Table 2). In eWAT, KrO treatment increased the absolute tissue concentrations of EPA (13.7-fold) and DHA (3.6-fold) and other omega-3 FAs measured. KrO had comparable effects in the liver, where it increased EPA (10.8-fold) and DHA (2.0-fold) concentrations. Table 2 also demonstrates that the absolute concentrations of EPA and DHA were lower in eWAT than in the liver.

By contrast, KrO treatment significantly reduced ARA concentrations in the circulation by 59% compared to HFD (0.4-fold reduction), i.e., below the levels of chow reference mice (Supplementary Table S2). In WAT and the liver, KrO had similar effects and strongly reduced ARA tissue concentrations by 59% and 52%, respectively. Other omega-6 FAs were also lowered by KrO, with the exception of linoleic acid and gamma-linolenic acid. The concentrations of monosaturated, saturated and trans FAs were scarcely changed by KrO.

Collectively, these data indicate that KrO treatment affected the lipid composition in the circulation, eWAT and the liver in a comparable way: all tissues showed a marked increase in omega-3 FAs and a decrease in ARA concentrations. The highest absolute concentrations of omega-3 FAs were observed in the liver.

### 3.2. KrO Reduces WAT Inflammation, Improves Adipocyte Size Distribution and Increases Inflammation-Resolving Lipid Mediators Derived from EPA and DHA

We next investigated the possible effects of KrO on WAT histology, and analyzed adipocyte cell size, WAT inflammation (CLS) and the total number of adipocytes in eWAT.

The average adipocyte cell size of the HFD control group (5063.1 ± 518.7 µm^2^) was similar to that of the chow reference group (4724.4 ± 891.1 µm^2^). Treatment with KrO significantly reduced the average adipocyte size (4200.1 ± 709.6 µm^2^) relative to HFD (Figure 1A,B). A subsequent, more refined, analysis of the cell size distribution revealed that this effect was attributable to an increase in the number of very small adipocytes (<2000 µm^2^) by KrO, whereas the number of large adipocytes (>8000 µm^2^), which reportedly release many inflammatory mediators [33], decreased (Figure 1C).

In the HFD control group, many immune cells were observed, and a substantial portion of inflammatory cells formed CLSs (14.5 ± 7.7 per 1000 adipocytes). The number of CLSs in HFD was strongly increased relative to chow (2.2 ± 4.8 CLSs per 1000 adipocytes). Treatment with KrO prevented HFD-induced CLS formation and significantly reduced CLS numbers by approximately 42% (Figure 1D), demonstrating that KrO reduces tissue inflammation. This histological effect was substantiated by the results of a genome-wide gene expression analysis and subsequent upstream regulator analysis of eWAT. This analysis predicts the activation state of an upstream regulator (e.g., cytokines, signaling molecules, transcription factors) based on the expression pattern of genes downstream from this regulator. 

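RNA of eWAT, the fat pad that lies along the epididymis, was sequenced from 5 chow, 10 HFD and 8 KrO mice, with 1 library per mouse. These numbers follow the sample labels, whereas the paper gives 8 HFD and 10 KrO eWAT samples and does not list them. Tissue was collected in week 28, and the KrO diet held 3% KrO, for which the paper gives an intake of 0.09 g per mouse per day and the labels give 0.02 g. According to the submitters' processing notes the reads were trimmed with Trimmomatic, aligned with STAR 2.5 and counted per gene with HTSeq 0.6.1p1, and the authors deposited the whole-number counts. The counts assigned to genes ranged from 12205449 to 13353742 per chow library (median 12509946), from 11781221 to 14776521 per HFD library (median 12617426.5) and from 11630731 to 13152177 per KrO library (median 12691399.5). From these counts, the 15583 genes with sufficient counts were compared between diets with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and with the 3 diets in one model. Levels are given as CPM (counts normalized to library size, mean ± SD over mice), and positions refer to the mouse build GRCm38.

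HFD and chow eWAT differed broadly, with 3442 genes higher and 3111 lower on HFD at an adjusted p under 0.05, of which 2332 differed by more than 2-fold. KrO and HFD eWAT differed in 172 genes, 144 higher and 28 lower on KrO, and 21 of them by more than 2-fold. Over all 15583 genes, 3253 stood at an unadjusted p under 0.05 in edgeR's test of this comparison. DESeq2, the method named in the paper, called 550 genes higher and 296 lower on KrO, among them all 172, and limma voom called 241 higher and 96 lower. With no filter on low counts, 17 were higher and 2 lower. Transcripts of 2 neighbouring tissues varied between the eWAT libraries. Genes of the epididymal epithelium, such as Spink8 (167 ± 228 CPM in chow and 1.02 ± 2.72 CPM on HFD), summed to 23140 CPM in chow mouse 4083 and to 3563 CPM in chow mouse 38, with a median of 154 CPM over all eWAT libraries. Hepatocyte genes summed to 3536 to 7166 CPM in the chow libraries, 363 to 1418 CPM in the HFD libraries and 1257 to 3732 CPM in the KrO libraries; this list includes Pck1 and Cyp2e1, which adipocytes also express. Alb, the albumin gene of hepatocytes, was at 2042 CPM in chow mouse 21, 1525 CPM in KrO mouse 20, 979 CPM in chow mouse 22 and 633 CPM in chow mouse 37, and at 1.55 to 401 CPM in the other eWAT libraries. Without KrO mouse 20, 121 genes were higher and 22 lower on KrO than on HFD. Without the libraries of chow mice 38 and 4083, an alternative chosen after seeing the data, 3053 genes were higher and 3052 lower on HFD than on chow. The number of genes called between KrO and HFD depended on single libraries. With 1 library left out, edgeR called 0 genes without KrO mouse 18 or 23, 1 without KrO mouse 21, 7 without HFD mouse 2 or 13, 8 without HFD mouse 4, 12 without HFD mouse 11, 16 without KrO mouse 27, 64 without KrO mouse 22, 98 without HFD mouse 6, 264 without HFD mouse 7, 279 without HFD mouse 15, 320 without HFD mouse 5, 327 without KrO mouse 17, 498 without HFD mouse 10 and 696 without KrO mouse 24.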

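On HFD, eWAT carried far more macrophage transcripts than on chow. Of 37 macrophage markers tested, 33 were higher on HFD and 1 was lower, and of 28 markers of lipid-associated macrophages, the cells that form crowns around dying adipocytes, 24 were higher and 1 was lower. Trem2, a lipid-sensing receptor of these macrophages, was at 268 ± 107 CPM on HFD (n = 10) and 14.9 ± 2.67 CPM on chow (n = 5), and Cd68, a lysosomal macrophage protein, at 525 ± 197 and 56.4 ± 6.71 CPM. Among the cytokines, Tnf was at 2.31 ± 0.990 CPM on HFD and 0.396 ± 0.228 CPM on chow, and Ccl2, which encodes the monocyte chemoattractant MCP-1, at 30.6 ± 16.4 and 9.33 ± 3.06 CPM.

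Trem2 lies on chromosome 17 from 48346401 to 48354147 and rose by a log2 fold change of 4.17 (standard error 0.32, adjusted p = 6.57e-09) in edgeR's test. In the same test the values were 3.22 (standard error 0.28, adjusted p = 2.03e-08) for Cd68, 5.66 (standard error 0.52, adjusted p = 4.40e-08) for Gpnmb, a glycoprotein of lipid-laden macrophages, and 5.12 (standard error 0.52, adjusted p = 1.57e-07) for Spp1, which encodes osteopontin. The macrophage list was counted at 34 higher and 1 lower when adjusted over the list alone, and the lipid-associated list at 24 higher and 1 lower. With camera, the macrophage list had adjusted p = 1.63e-32 at the preset correlation and adjusted p = 0.197 with an estimated correlation. The lipid-associated list had adjusted p = 1.32e-24 at the preset correlation and adjusted p = 0.197 with an estimated correlation. Scored per mouse as the mean log2 CPM of its members, the macrophage list was 1.83 higher on HFD, above the chow median in 10 of 10 HFD mice (exact permutation test over mice, adjusted p = 0.00160). Likewise, the lipid-associated score was 2.44 higher (exact permutation test, adjusted p = 0.00160). This test of scores, two-sided, was added after seeing the data.

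Of 48 target genes of TNF and NF-κB, 33 rose on HFD, 2 fell and 13 did not pass (34 and 2 adjusted over the list alone). Of 23 genes of IL-1 signaling and the inflammasome, 12 rose and none fell in edgeR's test, the same count as when adjusted over the list alone. Il1rn, the IL-1 receptor antagonist, was at a log2 fold change of 4.06 and Casp1, the protease that matures IL-1β, at 2.07. Of 29 chemokines and their receptors, 18 rose and 1 fell (19 and 1 adjusted over the list alone). With camera, the TNF and NF-κB list had adjusted p = 9.50e-11 at the preset correlation and adjusted p = 0.289 with an estimated correlation. The IL-1 list had adjusted p = 4.08e-05 at the preset correlation and adjusted p = 0.342 with an estimated correlation. The chemokine list had adjusted p = 1.39e-06 at the preset correlation and adjusted p = 0.299 with an estimated correlation. The scores per mouse of these 3 lists were higher on HFD by 0.88, 0.81 and 1.10 (exact permutation test, adjusted p = 0.00160 for each).

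For the transcripts of the regulators themselves, Tnf (chromosome 17 from 35199381 to 35202007) had a log2 fold change of 2.52 (standard error 0.38, adjusted p = 1.78e-05) and Ccl2 (chromosome 11 from 82035571 to 82037453) one of 1.72 (standard error 0.31, adjusted p = 1.39e-04). Mif, macrophage migration inhibitory factor, was 0.48 higher (adjusted p = 0.0306), a call that was lost without the 2 chow libraries with epididymal transcripts (adjusted p = 0.0600) and with no filter on low counts (adjusted p = 0.0702). Il1b did not pass, at 0.74 (standard error 0.45, adjusted p = 0.188), although it did with limma voom (1.22, adjusted p = 0.0341), and Il6 was too low to be tested. Trap1, a mitochondrial heat shock protein (chromosome 16 from 4039971 to 4077827), fell on HFD, from 199 ± 22.1 CPM to 145 ± 15.8 CPM (log2 fold change -0.46, standard error 0.08, adjusted p = 1.02e-04).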

HFD activated multiple upstream regulators relative to chow, including TNFα, TRAP1, CCL2/MCP-1, IL-1β, IL-6 and MIF, indicating the activation of a broad spectrum of proinflammatory signaling pathways. 

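Between KrO and HFD, the members of 4 inflammatory lists of eWAT were lower on average, and 1 of them passed the test by itself. The median log2 fold change was -0.34 over 37 macrophage markers, -0.41 over 28 markers of lipid-associated macrophages, -0.20 over 48 TNF and NF-κB targets and -0.20 over 23 IL-1 and inflammasome genes. The gene that fell at an adjusted p under 0.05 was Olr1, a receptor for oxidized LDL on macrophages and endothelium (log2 fold change -1.27, standard error 0.31, adjusted p = 0.0491). Spp1, the osteopontin gene, was at 64.4 ± 19.6 CPM on KrO (n = 8) and 129 ± 76.0 CPM on HFD (n = 10), a log2 fold change of -1.00 (standard error 0.33, adjusted p = 0.104) that did not pass. Interferon genes did not share this direction, with a median of 0.11 over 30 genes of interferon-γ and antigen presentation (21 above 0) and 0.06 over 39 genes of type I interferon and STAT1 (26 above 0).

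With edgeR, 0 macrophage markers were called, and 14 were lower and 0 higher at an unadjusted p under 0.05, with 1 lower by DESeq2 and 0 by limma voom. Of the lipid-associated markers 0 were called, with 14 lower and 1 higher at an unadjusted p under 0.05, 2 lower by DESeq2 and 0 by voom. Of the IL-1 genes 0 were called, with 6 lower at an unadjusted p under 0.05, 2 lower by DESeq2 and 0 by voom. Adjusted over the list alone, 0 genes of the macrophage list, 0 of the lipid-associated list, 1 of the TNF and NF-κB list and 5 of the IL-1 list were lower. With camera, the macrophage list had adjusted p = 1.44e-06 at the preset correlation and adjusted p = 0.432 with an estimated correlation. For the lipid-associated list it gave adjusted p = 5.19e-05 at the preset correlation and adjusted p = 0.432 with an estimated correlation. For the TNF and NF-κB list it gave adjusted p = 0.00155 at the preset correlation and adjusted p = 0.432 with an estimated correlation, and for the IL-1 list adjusted p = 0.00364 at the preset correlation and adjusted p = 0.432 with an estimated correlation. Of the interferon-γ genes edgeR called 0, with 3 higher at an unadjusted p under 0.05, 0 by DESeq2 and by voom and 0 adjusted over the list alone, and the list had adjusted p = 0.0218 at the preset correlation and adjusted p = 0.692 with an estimated correlation. Of the type I interferon genes it called 0, with 4 higher at an unadjusted p under 0.05, 2 higher by DESeq2, 0 by voom and 1 higher adjusted over the list alone, and that list had adjusted p = 0.0357 at the preset correlation and adjusted p = 0.692 with an estimated correlation. The scores of the KrO and HFD mice overlapped. Per mouse, the macrophage score differed by -0.30 on KrO relative to HFD, below the HFD median in 5 of 8 mice (exact permutation test, adjusted p = 0.250). The lipid-associated score differed by -0.37, below it in 6 of 8 mice (exact permutation test, adjusted p = 0.185). That of TNF and NF-κB targets differed by -0.22, also in 6 of 8 mice (exact permutation test, adjusted p = 0.0900), and by -0.26 without KrO mouse 22 (exact permutation test, adjusted p = 0.0348). The IL-1 score differed by -0.25, below it in 7 of 8 mice (exact permutation test, adjusted p = 0.0896), and by -0.30 without the same mouse (exact permutation test, adjusted p = 0.0348).

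Among the regulators' own transcripts, Ccl2 had a log2 fold change of -0.58 (standard error 0.25, adjusted p = 0.188), Tnf one of -0.44 (standard error 0.28, adjusted p = 0.392), Il1b one of -0.16 (standard error 0.37, adjusted p = 0.849) and Mif one of 0.03 (standard error 0.15, adjusted p = 0.939), none of them past the threshold. Trap1 was at 176 ± 13.7 CPM on KrO, a log2 fold change of 0.28 (standard error 0.07, adjusted p = 0.0548) with edgeR, and it passed with DESeq2 (0.29, adjusted p = 0.00853), RLE factors (adjusted p = 0.0479) and limma voom (adjusted p = 0.0343). The matrix genes Lum, a collagen-binding proteoglycan, and Sned1 were among the 28 genes that fell on KrO, with a log2 fold change of -0.56 (standard error 0.14, adjusted p = 0.0468) for Lum and -0.75 (standard error 0.14, adjusted p = 0.0288) for Sned1. Without KrO mouse 18 or 23, among other single libraries, Olr1, Lum and Sned1 did not pass, with adjusted p up to 0.126, 0.105 and 0.0832.

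Of the genes that differed on HFD in eWAT, 133 were called in the opposite direction on KrO, 18 higher on HFD and then lower and 115 lower and then higher. Both contrasts share the HFD libraries, which alone gives fold changes of opposite sign. Across genes, which are not independent replicates, the correlation of the fold changes was -0.456 with a covariance of -0.172, against -0.367 and -0.0426 for simulated unchanged groups, and independent lists of these sizes would share 6.18 and 28.7 genes. When the HFD libraries were split between the contrasts (20 splits), the median correlation was -0.303 (range -0.385 to -0.126). The median covariance was -0.135 (range -0.196 to -0.0669). These smaller fits called a median of 0.5 genes higher and 0 lower on KrO, so that their count of reversed genes (median 1, range 0 to 1194) says nothing of the 133; with DESeq2 and no split, 648 were reversed.

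**Figure D1:**
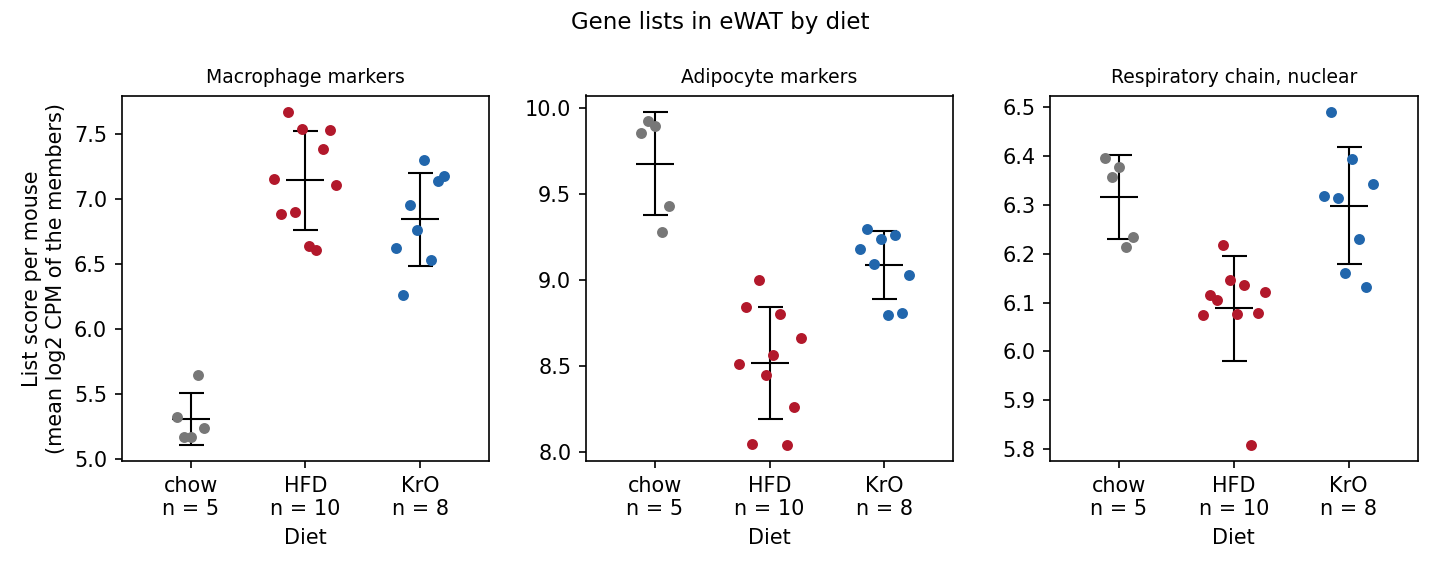
Scores of 3 gene lists in eWAT by diet. Each point is 1 mouse (5 chow, 10 HFD, 8 KrO), the y axis is the mean log2 CPM of the members of the list, and black marks give the mean and the SD. The HFD mice score above the chow mice for macrophage markers and below them for adipocyte markers, and the HFD and KrO mice overlap for macrophage markers.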

KrO significantly suppressed many of these inflammatory pathways, as demonstrated by the deactivation of the respective upstream regulators/cytokines (Table 3).

Intracellular free PUFAs and their respective oxylipin metabolites directly involved in regulating inflammatory responses were measured in eWAT homogenates. A schematic overview of oxylipins that can be synthesized from EPA, DHA and ARA is provided in Figure 2A, together with the tissue concentrations of these three precursors (Figure 2B). Feeding with the HFD lowered the levels of omega-3-derived mediators 13-HoTre and 19,20 DiHDPA and increased 18-HEPE and 4-HDHA, 10-HDHA and 17-HDHA (Table 4). Simultaneously, HFD increased intracellular ARA and many pro-inflammatory omega-6-derived oxylipins, including 9-HoDE, 8–11- and 15-HETE and prostaglandin D2 (PGD_2_). By contrast, KrO upregulated all EPA- and DHA-derived oxylipins, whereas almost all omega-6 derived pro-inflammatory oxylipins were significantly suppressed with the KrO diet (Table 4).

Pathway analysis of the gene expression data also revealed that apelin signaling, an insulin-dependent adipocyte differentiation pathway [34], was strongly activated by KrO and that the activity of important upstream regulators of adipogenesis, including PPARγ, RB1, CEBPα, KL4, KL15, STAT5A and STAT5B (Table 3), was stimulated by KrO. Conversely, negative regulators of differentiation, such as KDM5A and STK11, were activated by HFD and suppressed with KrO. 

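Genes of mature adipocytes were lower in eWAT on HFD than on chow and higher on KrO than on HFD. Of 23 adipocyte markers, 18 fell on HFD and none rose, also when adjusted over the list alone, and 5 rose on KrO and none fell (19 and 0 adjusted over the list alone). The 5 were Pck1, the enzyme of glyceroneogenesis, Pnpla2, the adipose triglyceride lipase, Slc2a4, the insulin-regulated glucose transporter GLUT4, Adig, adipogenin, and Adipoq, the adiponectin gene. Pck1 was at 1308 ± 341 CPM on KrO (n = 8) and 581 ± 238 CPM on HFD (n = 10), Adipoq at 2600.1 ± 599 and 1627 ± 452 CPM, and Slc2a4 at 109 ± 19.9 and 72.1 ± 16.3 CPM.

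In edgeR's test, Pck1 (chromosome 2 from 173153048 to 173159273) had a log2 fold change of 1.17 (standard error 0.22, adjusted p = 0.0288) between KrO and HFD, Adipoq (chromosome 16 from 23146536 to 23158028) one of 0.68 (standard error 0.16, adjusted p = 0.0468) and Slc2a4 one of 0.60 (standard error 0.13, adjusted p = 0.0361). Between HFD and chow these 3 genes fell, with log2 fold changes of -1.91, -0.87 and -1.29, and so did Cfd, the adipocyte protease adipsin, with -3.25. Of 47 target genes of PPARγ, the main transcription factor of adipocyte differentiation, 29 fell and 3 rose on HFD (30 and 3 adjusted over the list alone), and 7 rose and none fell on KrO (20 and 0 adjusted over the list alone). The adipocyte list on KrO had adjusted p = 1.26e-21 at the preset correlation and adjusted p = 0.125 with an estimated correlation with camera. The PPARγ list on KrO had adjusted p = 5.06e-21 at the preset correlation and adjusted p = 0.132 with an estimated correlation. On HFD these lists had adjusted p = 1.27e-12 at the preset correlation and adjusted p = 0.289 with an estimated correlation, and adjusted p = 8.66e-08 at the preset correlation and adjusted p = 0.399 with an estimated correlation, respectively. Per mouse, the adipocyte score was 0.57 higher on KrO than on HFD and above the HFD median in 8 of 8 mice (exact permutation test, adjusted p = 0.0140), and differed by -1.16 on HFD relative to chow (exact permutation test, adjusted p = 0.00160). The PPARγ score was 0.37 higher on KrO (exact permutation test, adjusted p = 0.0140). Of 21 hepatocyte markers, 1 rose on KrO, Pck1, and none fell, also when adjusted over the list alone, with a median log2 fold change of 1.31. This list had adjusted p = 0.0226 at the preset correlation and adjusted p = 0.692 with an estimated correlation, and adjusted p = 0.663 at the preset correlation without KrO mouse 20.

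Of 35 genes of the apelin pathway, 14 fell and 5 rose on HFD (15 and 5 adjusted over the list alone), and 2 rose and none fell on KrO (9 and 0 adjusted over the list alone). The 2 were the glutathione transferases Mgst3 (log2 fold change 0.64, standard error 0.15, adjusted p = 0.0438) and Gstk1 (log2 fold change 0.55, standard error 0.13, adjusted p = 0.0447), which detoxify oxidized lipids. The list had adjusted p = 3.91e-05 at the preset correlation and adjusted p = 0.142 with an estimated correlation on KrO, and its score per mouse was 0.16 higher, above the HFD median in 7 of 8 mice (exact permutation test, adjusted p = 0.0896). Without HFD mouse 5 or KrO mouse 22 it was 0.18 and 0.19 higher (exact permutation test, adjusted p = 0.0485 and 0.0348). Apln (chromosome X from 48025146 to 48034853), which encodes apelin itself, had a log2 fold change of 0.18 (standard error 0.24, adjusted p = 0.727) between KrO and HFD, and its receptor Aplnr one of -0.36 (standard error 0.24, adjusted p = 0.405).

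Erythroid genes, markers of red blood cells, lay above 0 on KrO relative to HFD in 7 of 7 cases, with a median log2 fold change of 0.90. Over all genes tested edgeR called 0 of them, with 5 higher at an unadjusted p under 0.05, 4 higher by DESeq2, 0 by voom and 5 higher adjusted over the list alone. This list had adjusted p = 3.06e-07 at the preset correlation and adjusted p = 0.166 with an estimated correlation. The erythroid score was 0.79 higher in the mean and above the HFD median in 7 of 8 mice (exact permutation test, adjusted p = 0.0896), and 0.96 higher without KrO mouse 20 (exact permutation test, adjusted p = 0.0374).

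None of the transcripts of the regulators of adipogenesis passed edgeR's test between KrO and HFD. Cebpa, a factor of late differentiation, had a log2 fold change of 0.39 (standard error 0.10, adjusted p = 0.0624), and passed with DESeq2 (adjusted p = 0.0127) and with limma voom (adjusted p = 0.0402). Pparg was at 0.15 (standard error 0.11, adjusted p = 0.453), Klf15 at 0.37 (standard error 0.16, adjusted p = 0.197), Stat5a at 0.07 (standard error 0.08, adjusted p = 0.684), and Rb1, Klf4 and Stat5b lay between -0.01 and 0.05 with adjusted p from 0.729 to 0.960. On HFD relative to chow, Cebpa fell by 0.51 (adjusted p = 0.00151), Klf15 fell by 1.06 (adjusted p = 7.08e-05), Klf4 had a log2 fold change of -0.40 (adjusted p = 5.21e-04) and Stat5a one of -0.37 (adjusted p = 0.00334). The calls of Pck1, Pnpla2, Slc2a4, Adig, Adipoq, Mgst3 and Gstk1 on KrO were each lost without KrO mouse 18 or 23, among other single libraries (highest adjusted p from 0.0832 to 0.126). Adipoq did not pass with no filter on low counts (adjusted p = 0.0686) or with only the 2 diets fitted (adjusted p = 0.0548). The paper proposes hyperplasia in eWAT on KrO from the adipocyte number (Figure 1E) and the larger share of small adipocytes (Figure 1C). It sets both beside the predicted activity of the regulators of adipogenesis.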

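The transcripts of Kdm5a and Stk11 did not pass edgeR's test on either contrast. Kdm5a, a histone demethylase, was at 98.5 ± 12.5 CPM on chow (n = 5), 94.9 ± 11.4 CPM on HFD (n = 10) and 97.9 ± 9.02 CPM on KrO (n = 8). Stk11, which encodes the kinase LKB1, was at 118 ± 11.2, 101 ± 9.36 and 114 ± 16.3 CPM. Among 21 genes known to restrain adipocyte differentiation, 2 were higher and 8 lower on HFD than on chow (2 and 9 adjusted over the list alone).

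Kdm5a (chromosome 6 from 120364124 to 120444574) had a log2 fold change of -0.05 (standard error 0.09, adjusted p = 0.653) on HFD relative to chow and 0.04 (standard error 0.08, adjusted p = 0.794) on KrO relative to HFD. Stk11 (chromosome 10 from 80115803 to 80130682) had -0.22 (standard error 0.09, adjusted p = 0.0585) and 0.17 (standard error 0.08, adjusted p = 0.244); its lower level on HFD passed with DESeq2 (-0.25, adjusted p = 0.0268), and also with RLE factors, with no filter on low counts, with only the 2 diets, with limma voom and without the 2 chow libraries with epididymal transcripts. Of the 2 higher genes on HFD, Tgfb1, which encodes transforming growth factor β1, rose by 1.25 (standard error 0.19, adjusted p = 1.89e-05). Gata3 fell on HFD, at -3.17 (standard error 0.66, adjusted p = 5.63e-04), but had 0.36 (adjusted p = 0.506) without the 2 chow libraries with epididymal transcripts. It did not pass without chow mouse 38 alone (adjusted p = 0.244) or with limma voom (adjusted p = 0.637). Between KrO and HFD, 0 of the 21 genes were called by edgeR, with 1 higher and 0 lower at an unadjusted p under 0.05, 1 higher by DESeq2 and 0 by limma voom. The median was 0.01 and the mean -0.02. The list had adjusted p = 0.509 at the preset correlation and adjusted p = 0.692 with an estimated correlation on KrO, and adjusted p = 0.121 at the preset correlation and adjusted p = 0.395 with an estimated correlation on HFD. Its score per mouse differed by 0.01 between KrO and HFD (exact permutation test, adjusted p = 0.888) and by -0.24 between HFD and chow (exact permutation test, adjusted p = 0.0228). The latter did not pass without chow mouse 38 (-0.15), chow mouse 4083 (-0.22) or both, the libraries with epididymal transcripts (-0.09; exact permutation tests, adjusted p = 0.0849, 0.0567 and 0.284).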

To corroborate this finding with histology results, we calculated the total number of adipocytes present in eWAT using an established method [28]. The adipocyte number in eWAT of HFD-fed animals (1.10 × 10^7^) was similar to that of the chow reference group (1.08 × 10^7^). Interestingly, KrO-fed mice showed a significant 1.4-fold increase in adipocyte numbers (1.54 × 10^7^), which is clearly indicative of hyperplasia (Figure 1E) and which supports the results of the upstream regulator analysis.

Furthermore, HFD deactivated PPARGC1A, PPARGC1B, ESRRA and NRF1, whereas KrO strongly induced these upstream regulators, pointing to a beneficial effect on mitochondrial biogenesis.

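Nuclear genes of the respiratory chain were lower in eWAT on HFD than on chow and higher on KrO than on HFD, by small amounts that most members shared. Of 74 such genes, 39 fell and none rose on HFD (42 and 0 adjusted over the list alone), with a median log2 fold change of -0.25. On KrO, 9 rose and none fell over all genes tested, 52 rose and none fell adjusted over the list alone, and the median was 0.21. Ndufb10, a subunit of complex I, was at 104 ± 12.4 CPM on KrO (n = 8) and 84.4 ± 6.24 CPM on HFD (n = 10). Acadm, the medium-chain acyl-CoA dehydrogenase of mitochondrial β-oxidation, was at 594 ± 82.8 and 454 ± 43.8 CPM.

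Ndufb10 rose on KrO by a log2 fold change of 0.31 (standard error 0.06, adjusted p = 0.0355) after a log2 fold change of -0.45 on HFD, and the complex III subunits Uqcr11 and Uqcr10 rose by 0.41 (adjusted p = 0.0360) and 0.30 (adjusted p = 0.0434). Of 18 genes of mitochondrial β-oxidation, 3 rose on KrO and none fell (12 and 0 adjusted over the list alone), namely Acadm (log2 fold change 0.39, standard error 0.08, adjusted p = 0.0360), Eci1 (log2 fold change 0.44) and Acad11 (0.48). With camera, the respiratory chain list had adjusted p = 7.49e-31 at the preset correlation and adjusted p = 0.125 with an estimated correlation on KrO, and adjusted p = 2.86e-07 at the preset correlation and adjusted p = 0.467 with an estimated correlation on HFD. The β-oxidation list had adjusted p = 2.59e-12 at the preset correlation and adjusted p = 0.125 with an estimated correlation on KrO. The score per mouse of the respiratory chain was 0.21 higher on KrO, above the HFD median in 8 of 8 mice (exact permutation test, adjusted p = 0.0140). That of β-oxidation was 0.26 higher, also in 8 of 8 mice (exact permutation test, adjusted p = 0.0140). Adipocyte markers were higher on KrO in the same mice, erythroid genes also lay higher without passing over all genes, and with the macrophage and adipocyte scores as covariates the median of the respiratory chain on KrO was 0.07.

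The transcripts of the regulators of mitochondrial biogenesis themselves did not pass between KrO and HFD. Ppargc1a (chromosome 5 from 51454250 to 51567726), a transcriptional coactivator, had a log2 fold change of 0.08 (standard error 0.28, adjusted p = 0.915), its relative Ppargc1b one of 0.11 (standard error 0.19, adjusted p = 0.791), and the transcription factors Esrra and Nrf1 ones of -0.10 (standard error 0.10, adjusted p = 0.588) and -0.14 (standard error 0.07, adjusted p = 0.243). On HFD relative to chow, Ppargc1b fell, at -0.67 (standard error 0.21, adjusted p = 0.0139), while Ppargc1a (0.29), Esrra (0.04) and Nrf1 (0.14) did not pass. Of 32 genes of mitochondrial biogenesis, edgeR called 0 on KrO, with 6 higher and 2 lower at an unadjusted p under 0.05, 1 higher by DESeq2 and 1 higher by limma voom. Adjusted over the list alone, 1 rose and none fell. The list of mitochondrial biogenesis had adjusted p = 0.0664 at the preset correlation and adjusted p = 0.425 with an estimated correlation. All the calls on KrO in these 2 lists, those of Ndufb10, Uqcr11, Uqcr10, Acadm, Eci1 and Acad11 included, were lost without KrO mouse 18 or 23, among other single libraries, and the highest adjusted p of these 6 genes with 1 library left out ran from 0.0832 to 0.110.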

Collectively, these data show that treatment with KrO reduced CLSs and increased the number of adipocytes in eWAT. In line with these histological results, KrO prevented the activation of inflammatory regulators by HFD, increased PUFA concentrations and stimulated the formation of anti-inflammatory bioactive lipids. KrO treatment also resulted in a shift towards smaller adipocytes and fewer large adipocytes, possibly as a consequence of its adipogenesis-stimulating effect.

### 3.3. Effect of KrO on Adipokines and Metabolic Risk Factors

We next investigated whether the observed histological changes in WAT were accompanied by effects on adipokine levels and insulin resistance (HOMA-IR).

Plasma leptin levels were 2.5 ± 2.0 ng/mL at t = 0 and were increased by HFD, reaching 58.1 ± 10.8 ng/mL in week 28, which differed significantly from the chow reference group (26.6 ± 8.0 ng/mL). KrO significantly attenuated this HFD-evoked increase in leptin (37.7 ± 6.4 ng/mL). Furthermore, the total leptin exposure over time (AUC from data at 0, 8, 16 and 28 weeks) was significantly reduced by KrO (Table 5). Plasma adiponectin levels were higher with KrO compared to HFD at the beginning of the treatment until week 16 and this difference became smaller towards the end of the study. The total adiponectin exposure over time (AUC) was significantly higher in KrO compared to HFD (Table 5).

Fasting blood glucose levels and HFD-induced increases in plasma insulin levels were reduced with KrO. Subsequently, the HOMA-IR values were significantly lower in the KrO group, indicating that KrO improved insulin resistance. 

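Insr, which encodes the insulin receptor, fell in eWAT on HFD, from 154 ± 4.97 CPM on chow (n = 5) to 108 ± 12.9 CPM (n = 10), and was at 117 ± 16.3 CPM on KrO (n = 8). Igf1r, the receptor for insulin-like growth factor 1, did not pass in eWAT on either contrast. In the liver, whose libraries came from 5 chow, 9 HFD and 9 KrO mice, neither receptor passed on either contrast. The docking proteins of the insulin receptor, Irs1 and Irs2, also fell in eWAT on HFD.

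Insr (chromosome 8 from 3122061 to 3279617) had a log2 fold change of -0.51 (standard error 0.09, adjusted p = 1.17e-04) on HFD relative to chow in eWAT and 0.11 (standard error 0.08, adjusted p = 0.442) on KrO relative to HFD. Igf1r (chromosome 7 from 67952827 to 68233668) had -0.37 (standard error 0.16, adjusted p = 0.0668) and -0.08 (standard error 0.14, adjusted p = 0.805), and was lower on HFD with only the 2 diets fitted (-0.40, adjusted p = 0.0429). The values were for Irs1 -0.77 (standard error 0.14, adjusted p = 1.60e-04) and 0.26 (standard error 0.13, adjusted p = 0.236), and Irs2 -0.89 (standard error 0.14, adjusted p = 3.25e-05) and 0.32 (standard error 0.13, adjusted p = 0.153). Of 34 genes of insulin signaling, 8 rose and 14 fell in eWAT on HFD (8 and 15 adjusted over the list alone), and 2 rose and none fell on KrO (4 and 2 adjusted over the list alone). The 2 were Slc2a4 and Eif4ebp1, a translation repressor that is a target of mTORC1 (log2 fold change 0.55, standard error 0.10, adjusted p = 0.0288), and neither passed without KrO mouse 18 or 23, among other single libraries (highest adjusted p = 0.0787 for Eif4ebp1). In eWAT the list had adjusted p = 0.0453 at the preset correlation and adjusted p = 0.395 with an estimated correlation on HFD, and adjusted p = 0.104 at the preset correlation and adjusted p = 0.432 with an estimated correlation on KrO.

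In the liver, Insr had a log2 fold change of -0.09 (standard error 0.08, adjusted p = 0.430) on HFD and -0.05 (standard error 0.07, adjusted p = 0.839) on KrO, and Igf1r 0.14 (standard error 0.20, adjusted p = 0.630) and 0.07 (standard error 0.17, adjusted p = 0.909). Of 32 genes of insulin signaling there, 2 rose and 3 fell on HFD, also when adjusted over the list alone, and edgeR called 0 on KrO, with 4 higher and 4 lower at an unadjusted p under 0.05 and 0 by DESeq2 and by limma voom. Adjusted over the list alone, 1 rose on KrO, and the median of the list (-0.03) and its mean (0.02) differed in sign. This list had adjusted p = 0.877 at the preset correlation and adjusted p = 0.899 with an estimated correlation on HFD, and adjusted p = 0.910 at the preset correlation and adjusted p = 0.942 with an estimated correlation on KrO in the liver.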

Genome-wide gene expression analysis showed that HFD inactivated upstream regulators that are important in insulin signaling (INSR and IGF1R) in both the liver and eWAT, and KrO counteracted this effect in eWAT (Table 3).

Free fatty acid (FFA) plasma concentrations were not significantly raised with HFD, whereas KrO significantly increased FFAs compared to the HFD in line with the lower insulin concentrations.

Plasma ALT and AST levels were significantly increased by the HFD compared to the chow reference diet. This increase in both ALT and AST tended to be less pronounced in the KrO group.

Taken together, KrO reduced leptins and increased adiponectin exposure, which was paralleled by an improvement in HOMA-IR.

### 3.4. Effects of Krill Oil in the Liver

HFD treatment resulted in the development of hepatic steatosis, hepatocellular hypertrophy and the formation of F4/80-positive CLSs, indicating macrophage aggregation around dying hepatocytes (Figure 3A–D). These histological characteristics were practically absent in the chow group. The liver histology and the lipid content of the KrO group was comparable to that of the HFD group. 

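Liver RNA was sequenced from 5 chow, 9 HFD and 9 KrO mice, the numbers that both the paper and the sample labels give, and counted in the same way as that of eWAT. The counts assigned to genes ranged from 10206617 to 13897794 per chow library (median 11395980), from 11701614 to 17029500 per HFD library (median 12121534) and from 10750531 to 13656851 per KrO library (median 12369575), and 14222 genes were tested. HFD and chow livers differed in 3915 genes, 2117 higher and 1798 lower on HFD, of which 1165 differed by more than 2-fold. KrO and HFD livers differed in 19 genes, 5 higher and 14 lower on KrO, and DESeq2 called 44 higher and 51 lower, among them all 19. Over all 14222 genes, 1573 stood at an unadjusted p under 0.05 in edgeR's test of this comparison. With 1 library left out, the number between KrO and HFD was 9 without KrO mouse 17, 11 without HFD mouse 9, 12 without HFD mouse 6, 7, 8 or 12 and 38 without HFD mouse 3, and with no filter on low counts 2 were higher and 8 lower.

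The livers on HFD carried more transcripts of macrophages, chemokines and connective tissue. Of 37 macrophage markers, 33 rose and none fell (35 and 0 adjusted over the list alone), and of 27 markers of lipid-associated macrophages 18 rose and 1 fell (19 and 1 adjusted over the list alone). Mmp12, an elastase of macrophages, was at 25.2 ± 16.5 CPM on HFD (n = 9) and 0.556 ± 0.797 CPM on chow (n = 5), Trem2 at 10.9 ± 6.78 and 0.619 ± 0.250 CPM, and Lcn2, an acute phase protein, at 184 ± 133 and 7.85 ± 4.53 CPM. Of 35 genes of TGF-β and fibrosis, 29 rose and none fell (30 and 0 adjusted over the list alone). Of 21 hepatocyte markers, 14 fell and none rose (15 and 0 adjusted over the list alone), with a median log2 fold change of -0.51.

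Mmp12 had a log2 fold change of 5.42 (standard error 0.89, adjusted p = 3.22e-04), Trem2 one of 4.12 (standard error 0.84, adjusted p = 0.00156), Lcn2 one of 4.54 (standard error 0.69, adjusted p = 1.83e-04) and Ccl2 one of 2.89 (standard error 0.54, adjusted p = 6.32e-04). Of 42 TNF and NF-κB targets, 24 rose and 1 fell (28 and 2 adjusted over the list alone), and of 23 chemokines and receptors 13 rose and none fell (14 and 0 adjusted over the list alone). With camera, the macrophage list had adjusted p = 6.71e-20 at the preset correlation and adjusted p = 0.313 with an estimated correlation. The TNF and NF-κB list had adjusted p = 2.03e-08 at the preset correlation and adjusted p = 0.314 with an estimated correlation. The fibrosis list had adjusted p = 1.54e-11 at the preset correlation and adjusted p = 0.314 with an estimated correlation. For chemokines, camera gave adjusted p = 2.96e-04 at the preset correlation and adjusted p = 0.368 with an estimated correlation. For lipid-associated macrophages it gave adjusted p = 3.51e-09 at the preset correlation and adjusted p = 0.313 with an estimated correlation. Hepatocyte markers had adjusted p = 8.42e-06 at the preset correlation and adjusted p = 0.313 with an estimated correlation. The scores per mouse were higher on HFD by 1.23 for macrophages and 0.94 for TNF and NF-κB targets, each in 9 of 9 mice (exact permutation test, adjusted p = 0.00294 and 0.00427), and by 1.16 for fibrosis in 8 of 9 mice (exact permutation test, adjusted p = 0.00838).

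Among the 3915 genes that differed on HFD, 7 were called in the opposite direction on KrO, 4 higher on HFD and then lower and 3 lower and then higher. Both contrasts use the same HFD libraries, which alone makes their fold changes oppose each other. The correlation of the fold changes across genes was -0.334 with a covariance of -0.0612, against -0.406 and -0.0217 for simulated unchanged groups, and independent lists of these sizes would share 2.08 and 0.632 genes. With the HFD libraries split between the contrasts (20 splits), the median correlation was -0.167 (range -0.340 to 0.0701). The median covariance was -0.0367 (range -0.0796 to 0.0195), so both ranges crossed 0. The split fits called a median of 0 genes higher and 2.5 lower on KrO, too few for their count of reversed genes (median 0, range 0 to 6) to bear on the 7; DESeq2 without a split gave 40.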

On a molecular level, however, gene expression profiling and subsequent upstream regulator analysis demonstrated the activation of many proinflammatory pathways by HFD, which were reversed by KrO (Table 6). More specifically, KrO quenched the HFD-induced activation of proinflammatory cytokine signaling (e.g., by IL-1β, IFN-A2 and CSF1) and proinflammatory transcription factors (e.g., REL-A/p65-NF-κB and STAT1). 

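Between KrO and HFD livers, no gene of 3 inflammatory lists passed edgeR's test. The median log2 fold change was -0.14 over 21 genes of IL-1 signaling and the inflammasome, -0.02 over 37 macrophage markers and -0.18 over 39 interferon and STAT1 target genes. Csf1, the growth factor of macrophages, was at 19.2 ± 2.09 CPM on KrO (n = 9) and 20.2 ± 4.90 CPM on HFD (n = 9).

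On HFD relative to chow, 11 of the 21 IL-1 genes rose and 1 fell (13 and 1 adjusted over the list alone) and 17 of the 39 interferon genes rose and none fell (20 and 1 adjusted over the list alone), with adjusted p = 4.88e-04 at the preset correlation and adjusted p = 0.334 with an estimated correlation for the IL-1 list, and adjusted p = 8.15e-06 at the preset correlation and adjusted p = 0.492 with an estimated correlation for the interferon list. On KrO relative to HFD, edgeR called 0 IL-1 genes, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 and by limma voom. It called 0 macrophage markers, with 1 higher at an unadjusted p under 0.05 and 0 by the other tools, and 0 interferon genes, with 9 lower at an unadjusted p under 0.05 and 0 by the other tools; adjusted over the list alone the counts were also 0. The interferon list had adjusted p = 7.44e-05 at the preset correlation and adjusted p = 0.825 with an estimated correlation. IL-1 genes had adjusted p = 0.446 at the preset correlation and adjusted p = 0.942 with an estimated correlation, and the macrophage list adjusted p = 0.431 at the preset correlation and adjusted p = 0.942 with an estimated correlation. The mean over the macrophage markers (0.03) had the other sign than their median. The interferon score was -0.16 on KrO relative to HFD, below the HFD median in 9 of 9 mice, with overlapping groups (exact permutation test, adjusted p = 0.636), and the macrophage score 0.05 (exact permutation test, adjusted p = 0.942).

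Of the regulators' own transcripts, Csf1 rose on HFD by a log2 fold change of 0.57 (standard error 0.15, adjusted p = 0.00752) and had -0.07 (standard error 0.12, adjusted p = 0.863) on KrO. Il1b had 0.66 (standard error 0.51, adjusted p = 0.354) on HFD and -0.44 (standard error 0.41, adjusted p = 0.719) on KrO, Stat1 0.13 (standard error 0.16, adjusted p = 0.588) and -0.15 (standard error 0.14, adjusted p = 0.706), and Ifna2 was too low to be tested. With 9 mice per group, the same test recovered 57.6% of genes changed 1.5-fold and 78.1% of genes changed 2-fold in simulated data for this comparison. In that simulation 169 genes were called, against 19 in the real data, which makes an adjusted p under 0.05 easier to reach. These shares therefore do not give the power for the genes above.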

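Nuclear genes of the respiratory chain were lower in the liver on HFD than on chow. Of 74 such genes, 51 fell and none rose (56 and 0 adjusted over the list alone), with a median log2 fold change of -0.31; between KrO and HFD the median was 0.06. Acox1, the first enzyme of peroxisomal β-oxidation, was at 3517 ± 559.8 CPM on chow (n = 5), 2732 ± 703 CPM on HFD (n = 9) and 3252 ± 474 CPM on KrO (n = 9). Of 22 genes of peroxisomal β-oxidation, 8 fell and 2 rose on HFD (10 and 2 adjusted over the list alone). Of 23 genes of the TCA cycle, 5 fell and 1 rose on HFD, and of 18 genes of mitochondrial β-oxidation 5 fell and none rose, both also when adjusted over the list alone.

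Of 7 genes encoded in mitochondrial DNA, edgeR called 0 on HFD, with 0 at an unadjusted p under 0.05 and 0 by DESeq2, by voom and adjusted over the list alone, and a median of -0.07. Among the genes that fell on HFD were Ndufs7, a complex I subunit (log2 fold change -0.74, standard error 0.12, adjusted p = 1.92e-04), and Uqcr11, a complex III subunit (log2 fold change -0.70, standard error 0.11, adjusted p = 1.15e-04). Acox1 (chromosome 11 from 116171888 to 116199045) had a log2 fold change of -0.36 (standard error 0.15, adjusted p = 0.0742) on HFD and 0.25 (standard error 0.13, adjusted p = 0.485) on KrO, and its lower level on HFD passed with limma voom (adjusted p = 0.0417). Ppargc1a, a coactivator of mitochondrial and β-oxidation genes, had 0.41 (standard error 0.16, adjusted p = 0.0606) on HFD and -0.15 (standard error 0.13, adjusted p = 0.702) on KrO, while its relative Ppargc1b fell on HFD, at -0.87 (standard error 0.15, adjusted p = 3.40e-04). With camera, the respiratory chain had adjusted p = 2.24e-16 at the preset correlation and adjusted p = 0.313 with an estimated correlation on HFD, and adjusted p = 5.74e-04 at the preset correlation and adjusted p = 0.825 with an estimated correlation on KrO. The TCA cycle list was not called on HFD (adjusted p = 0.118 at the preset correlation), and mitochondrial β-oxidation had adjusted p = 0.0443 at the preset correlation and adjusted p = 0.702 with an estimated correlation. The peroxisomal list had adjusted p = 0.0101 at the preset correlation and adjusted p = 0.539 with an estimated correlation on HFD, and adjusted p = 0.0726 at the preset correlation and adjusted p = 0.825 with an estimated correlation on KrO. The score per mouse of the respiratory chain was -0.33 on HFD relative to chow, lower in 9 of 9 mice (exact permutation test, adjusted p = 0.00294), and 0.08 on KrO (exact permutation test, adjusted p = 0.636). On KrO relative to HFD, edgeR called 0 of the 74 respiratory chain genes, with 8 higher and 0 lower at an unadjusted p under 0.05 and 0 by DESeq2 and by limma voom. Of the 22 peroxisomal genes it called 0, with 3 higher at an unadjusted p under 0.05, 1 higher by DESeq2 and 0 by voom. Adjusted over the list alone, 1 peroxisomal gene rose and no respiratory chain gene was called.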

Critical upstream regulators of metabolism, including the β-oxidation enzyme ACOX1 and the mitochondrial biogenesis activator PPARGC1A, were deactivated with HFD, and KrO attenuated this effect, suggesting a reactivation of lipid processing. Moreover, HFD activated SREBF1 as key regulator of de novo lipogenesis, whereas KrO deactivated SREBF1 and thereby seemed to suppress lipid synthesis. Furthermore, cholesterol synthesis regulators deactivated by HFD (e.g., SCAP, SREBP2) were even further suppressed with KrO (Table 6).

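The lipogenesis list for SREBF1 holds enzymes of fatty acid synthesis and also regulators and other targets. Of its 29 genes tested, 8 fell and 2 rose in the liver on HFD relative to chow, also when adjusted over the list alone. The median log2 fold change was -0.23. Between KrO and HFD 1 fell and none rose, also when adjusted over the list alone, with a median of -0.12. The 1 gene was Rdh11, a retinal reductase and not an enzyme of fatty acid synthesis (log2 fold change -1.29, standard error 0.25, adjusted p = 0.0298). Its call was lost without some single libraries (highest adjusted p = 0.0801).

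Srebf1 (chromosome 11 from 60199089 to 60222581) had a log2 fold change of 0.12 (standard error 0.18, adjusted p = 0.659) on HFD and 0.48 (standard error 0.15, adjusted p = 0.258) on KrO. Among the 8 genes that fell on HFD were Mlxipl, which encodes the carbohydrate-responsive factor ChREBP (log2 fold change -0.98, standard error 0.20, adjusted p = 0.00138), and Acss2, an acetyl-CoA synthetase (log2 fold change -0.97, standard error 0.24, adjusted p = 0.00557), and among the 2 that rose was Scd2, a stearoyl-CoA desaturase (log2 fold change 1.65, standard error 0.28, adjusted p = 3.28e-04). The list had adjusted p = 0.226 at the preset correlation and adjusted p = 0.854 with an estimated correlation on HFD, and adjusted p = 0.0319 at the preset correlation and adjusted p = 0.825 with an estimated correlation on KrO. Scores per mouse differed by -0.12 between HFD and chow (exact permutation test, adjusted p = 0.595) and by -0.22 between KrO and HFD (exact permutation test, adjusted p = 0.662).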

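Genes of cholesterol synthesis fell in the liver on KrO. Of 28 such genes, 7 fell and none rose on KrO relative to HFD (23 and 0 adjusted over the list alone), with a median log2 fold change of -0.58. Sqle, squalene epoxidase, was at 6.01 ± 5.14 CPM on KrO (n = 9) and 47.8 ± 19.7 CPM on HFD (n = 9), and the 2 groups did not overlap. Hmgcs1, the synthase that starts the pathway, was at 87.9 ± 44.7 and 249.9 ± 95.2 CPM, Cyp51, lanosterol demethylase, at 35.4 ± 16.0 and 101 ± 26.6 CPM, and Nsdhl, a sterol dehydrogenase, at 16.4 ± 8.86 and 48.6 ± 13.9 CPM. Of the 14 genes that fell on KrO in the liver, 7 belong to this list.

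Sqle (chromosome 15 from 59315077 to 59331192) had a log2 fold change of -2.98 (standard error 0.45, adjusted p = 0.0108), Cyp51 (chromosome 5 from 4081145 to 4104746) -1.51 (standard error 0.23, adjusted p = 0.0108), Nsdhl (chromosome X from 72918557 to 72958514) -1.56 (standard error 0.25, adjusted p = 0.0108) and Hmgcs1 (chromosome 13 from 119690379 to 119708260) -1.51 (standard error 0.28, adjusted p = 0.0222). Msmo1 fell by 1.25 (adjusted p = 0.0368), Hsd17b7 fell by 0.87 (adjusted p = 0.0173) and Tm7sf2 fell by 0.57 (adjusted p = 0.0173), all enzymes of the later steps to cholesterol. With camera, the list had adjusted p = 7.57e-38 at the preset correlation and adjusted p = 0.0586 with an estimated correlation. Its score per mouse was -0.85 on KrO relative to HFD, below the HFD median in 9 of 9 mice (exact permutation test, p = 0.000699, adjusted p = 0.0329). The score did not pass without HFD mouse 3, 7, 8, 12 or 14 or KrO mouse 17, 27 or 30, where it differed by -0.79 to -0.86 (exact permutation tests, adjusted p from 0.0541 to 0.0677). It was 3.88, 4.10, 4.50 and 4.53 in KrO mice 28, 17, 27 and 16, which had scores of male-biased liver genes from 7.65 to 8.22. In KrO mice 30, 21, 18, 29 and 23, with male-biased scores from 5.27 to 5.91, it was 4.50, 4.79, 4.96, 5.01 and 5.49, and the HFD mice lay from 4.97 to 5.88. Sqle, Cyp51, Nsdhl, Hsd17b7 and Tm7sf2 passed whichever single library was left out (highest adjusted p from 0.0335 to 0.0422), while Hmgcs1 and Msmo1 did not (highest adjusted p = 0.0661 and 0.101).

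On HFD relative to chow, 8 of the 28 genes fell and none rose (10 and 0 adjusted over the list alone), with a median log2 fold change of -0.45, among them Tm7sf2 (log2 fold change -1.50, standard error 0.11, adjusted p = 9.37e-09). The list had adjusted p = 8.42e-06 at the preset correlation and adjusted p = 0.492 with an estimated correlation on HFD. Its score per mouse was -0.48, lower in 9 of 9 mice (exact permutation test, adjusted p = 0.0572), and it passed without chow mouse 39 (-0.60), HFD mouse 3 (-0.52) or HFD mouse 8 (-0.52; exact permutation tests, adjusted p = 0.0247, 0.0461 and 0.0465). Scap, the escort protein of SREBPs, fell on HFD, at -0.56 (standard error 0.13, adjusted p = 0.00322), and had 0.13 (standard error 0.11, adjusted p = 0.699) on KrO, and Srebf2 had -0.06 (standard error 0.13, adjusted p = 0.777) and -0.36 (standard error 0.11, adjusted p = 0.241).

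**Figure D2:**
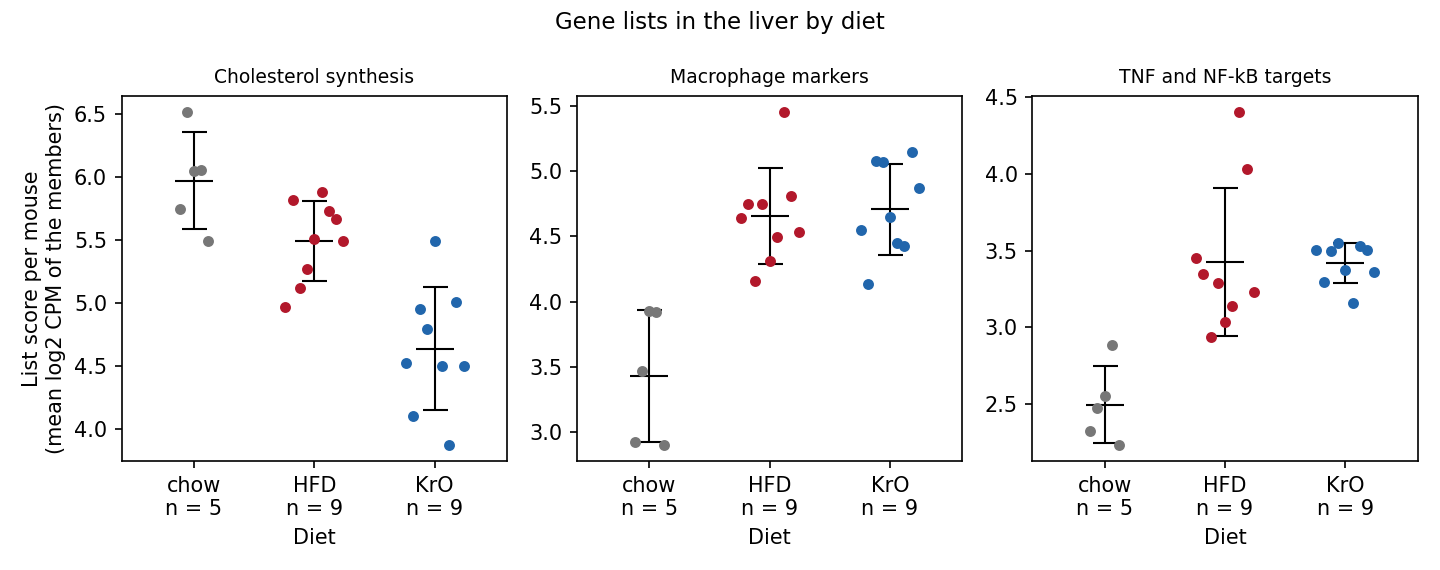
Scores of 3 gene lists in the liver by diet. Each point is 1 mouse (5 chow, 9 HFD, 9 KrO), the y axis is the mean log2 CPM of the members of the list, and black marks give the mean and the SD. The cholesterol synthesis score differs by -0.85 on KrO relative to HFD, with KrO mice 29 (5.01) and 23 (5.49) inside the HFD range of 4.97 to 5.88. The HFD and KrO mice also overlap for macrophage markers and for TNF and NF-κB targets.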

When compared to its anti-inflammatory activities in WAT, KrO attenuated different pro-inflammatory pathways and a different set of transcriptional regulators in the liver. 

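Enzymes of cholesterol synthesis were among the genes whose response to KrO differed between the tissues in an interaction test. Sqle, Hmgcs1, Cyp51 and Nsdhl, which fell on KrO in the liver, had log2 fold changes on KrO that were larger in eWAT than in the liver by 2.61, 1.61, 1.36 and 1.51. Over 26 genes of cholesterol synthesis measured in eWAT the median log2 fold change on KrO was -0.06, with 0 called by edgeR, 2 higher and 3 lower at an unadjusted p under 0.05 and 0 by DESeq2 and by limma voom. In all, 12 genes differed in their KrO response between eWAT and liver, 10 with a larger value in eWAT and 2 with a smaller one, in this test over all 46 libraries and 16588 genes. Of 100 splits of the mice, the real one included, 7 gave as many, so chance cannot be excluded for this count.

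In edgeR's test of these differences Sqle had adjusted p = 0.0143 (standard error 0.48) and Hmgcs1 adjusted p = 0.0143 (standard error 0.30). The other genes, named after their values were seen, were Sbds, Pkp2, Sntb1, Gbgt1, Ctdspl, Gstm2, Rras and Cdh9. In the 12 mice that gave both tissues by their labels, edgeR with the mouse as a block called 0 genes (1784 at an unadjusted p under 0.05), and without the block 0 genes (2370 at an unadjusted p under 0.05), while voom over all libraries with the mouse as a random block called 8. Camera on the interaction called many gene lists at the preset correlation and none with an estimated correlation. Cholesterol synthesis (adjusted p = 2.53e-25 at the preset correlation and adjusted p = 0.0989 with an estimated correlation) and the respiratory chain (adjusted p = 3.18e-12 at the preset correlation and adjusted p = 0.762 with an estimated correlation) were among those higher in eWAT than in the liver. Macrophage markers (adjusted p = 6.30e-06 at the preset correlation and adjusted p = 0.762 with an estimated correlation) were among those lower. Others called at the preset correlation included the TCA cycle (adjusted p = 8.05e-06) and lipogenesis (adjusted p = 4.92e-05) as higher. Lipid-associated macrophages (adjusted p = 4.05e-06) and fibrosis (adjusted p = 7.25e-04) were called as lower. The TNF and NF-κB list and the IL-1 list were not called for the interaction, whereas the interferon list was (adjusted p = 5.61e-07 at the preset correlation and adjusted p = 0.762 with an estimated correlation), with the larger value in eWAT.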

Many of the KrO-modulated signaling pathways in the liver converge in transcriptional regulation by NF-κB family members, and KrO significantly deactivated REL-A/p65-NF-κB, for instance. 

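Target genes of NF-κB did not pass edgeR's test between KrO and HFD livers. Of 42 TNF and NF-κB targets, 0 were called, with 1 higher and 3 lower at an unadjusted p under 0.05 and 0 by DESeq2 and by limma voom, and the median log2 fold change was -0.09. Rela, which encodes the p65 subunit, was at 57.8 ± 4.17 CPM on chow (n = 5), 51.2 ± 7.37 CPM on HFD (n = 9) and 53.2 ± 3.09 CPM on KrO (n = 9). Icam1 and Tlr2, targets that rose on HFD by a log2 fold change of 1.43 and 2.40, were not among the genes called on KrO.

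On KrO relative to HFD, Rela (chromosome 19 from 5637483 to 5648130) had a log2 fold change of 0.06 (standard error 0.07, adjusted p = 0.814), Nfkb1, the p50 subunit, -0.08 (standard error 0.10, adjusted p = 0.800), Rel -0.33 (standard error 0.15, adjusted p = 0.420), Tnf -0.25 (standard error 0.41, adjusted p = 0.852) and Ccl2 -0.58 (standard error 0.36, adjusted p = 0.564). On HFD relative to chow, Nfkb1 rose by 0.36 (standard error 0.13, adjusted p = 0.0353) and Tnf by 1.64 (standard error 0.59, adjusted p = 0.0401), while Rela had -0.17 (standard error 0.09, adjusted p = 0.140) and Rel 0.24 (standard error 0.18, adjusted p = 0.340). Rela was lower on HFD with limma voom (-0.21, adjusted p = 0.0435). Tnf did not pass with voom (adjusted p = 0.127) or no filter on low counts (adjusted p = 0.0561), nor Nfkb1 when only the 2 diets were fitted (adjusted p = 0.0512). The TNF and NF-κB list had adjusted p = 0.653 at the preset correlation and adjusted p = 0.942 with an estimated correlation on KrO, and its score per mouse was -0.01, below the HFD median in 1 of 9 mice (exact permutation test, adjusted p = 0.974). Adjusted over the list alone, 0 members were called. The paper sets the predicted deactivation of RELA beside PPARα and IκBα protein in liver homogenates (Figure 3E,F).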

In line with this, Western blot analysis of liver tissue homogenates revealed an increase in PPARα protein expression and a trend (*p* = 0.066) towards an increase in IκBα protein levals by KrO relative to HFD. PPARα protein expression was significantly correlated with IκBα protein expression (R^2^ = 0.9) (Figure 3D–F).

Next, we investigated whether KrO affected the intrahepatic levels of bioactive lipids using the same oxylipin platform as before. Table 7 shows that HFD significantly decreased the levels of ALA-, EPA- and DHA-derived lipid mediators (e.g., 15- and 18-HEPE, involved in inflammation resolution), while increasing many LA- and ARA-derived lipid species known to promote inflammation (e.g., HETEs, PGD_2_, PGE_2_, PGF_2_ and TXB_2_). By contrast, KrO-treated livers exhibited lower levels of ALA and higher levels of LA, suggesting that the processing of omega-3 FAs is enhanced in the presence of KrO. Indeed, all detectable EPA- and DHA-derived metabolites (except 14-HDHA, a precursor of MaR_1_) were significantly increased with KrO and a strong signal corresponding to genuine resolvin RvE_2_ (same MS/MS transition, identical retention time) was only detectable in KrO-fed mice. Strikingly, KrO suppressed the formation of oxylipins with proinflammatory properties downstream of ARA to such an extent that they were no longer detectable.

Altogether, KrO quenched inflammatory signaling pathways and upregulated the expression of proteins that can interfere with NF-κB signaling (e.g., PPARα). It also suppressed the accumulation of lipids and oxylipins with pro-inflammatory properties and strongly induced the presence of lipid species that contribute to an anti-inflammatory milieu.

## 4. Discussion

This study shows that the fatty acid and oxylipin content of adipose tissue and the liver can be strongly modulated with KrO during the development of obesity, and that KrO treatment attenuates inflammatory processes, resulting in a reduced inflammatory tone. Lipidomic analyses, in conjunction with functional regulator analyses of signaling pathways in adipose tissue and the liver, provided rationales for possible direct and indirect mechanisms by which KrO exerts its effects. One of the direct effects is the increase in anti-inflammatory oxylipins. An important indirect effect is the activation of adipogenic gene expression programs in adipose tissue, accompanied by WAT hyperplasia. The observed increase in WAT storage capacity and the associated decrease in inflammation can contribute to whole-body metabolic health, which is consistent with the observed improvement in insulin resistance (i.e., HOMA-IR) and adipokine concentrations.

A general FA compositional analysis revealed that KrO strongly increased the omega-3 PUFA content in the circulation, WAT and the liver (especially that of EPA and DHA), while simultaneously decreasing the omega-6 PUFA content in these organs, with pronounced reductions in ARA. The observed fatty acid composition changes were grosso modo comparable for both organs, yet the absolute omega-3 PUFA concentrations per milligram of tissue were clearly higher in the liver. Importantly, a refined oxylipin LC-MS/MS analysis showed that KrO strongly increased lipid species with anti-inflammatory properties [35,36,37] derived from EPA and DHA (e.g., 18-HEPE, RvE_2_, 14-HDHA, 17-HDHA, PDX/10S,17S-diHDHA), whereas it suppressed the HFD-induced formation of ARA-derived oxylipins (e.g., HETEs, PGD_2_, PGE_2_, PGF_2_ and TXB_2_), which often exert pro-inflammatory effects [37,38,39,40,41]. Notably, the results of the two independent lipidomics approaches employed herein (the fatty acid composition analysis and the oxylipin analyses) were in line with each other. Both approaches consistently indicated that KrO treatment altered the organ lipid environment in favor of PUFAs and oxylipins that can resolve inflammation, while lowering ARA and ARA-derived oxylipins that can promote inflammation. For instance, HFD-feeding increased PGD_2_, PGE_2_ and PGF_2_ levels in both WAT and the liver, which can stimulate chemotaxis of immune cells [42,43] by increasing local cytokine release and the endothelial expression of adhesion molecules to facilitate immune cell tissue infiltration [38,44]. KrO blunted this HFD-evoked effect, and the observed PGD_2_, PGE_2_ and PGF_2_ levels were even lower with KrO compared to the chow diet. Conversely, HFD feeding diminished the levels of anti-inflammatory oxylipins such as 18-HEPE, a precursor for E series resolvins, and 17-HDHA in liver [36]. KrO counteracted this detrimental effect, resulting in an increase of 18-HEPE and 17-HDHA levels in WAT and the liver. Notably, 17-HDHA treatment has been shown to reduce WAT inflammation, increase adiponectin expression and improve glucose tolerance in obese mice [36]. 18-HEPE, RvE_2_, 14-HDHA, 17-HDHA, PDX and other anti-inflammatory oxylipins were increased with KrO in this study and are thought to be directly involved in inflammation resolution mechanisms, as reported by [35,36,37,45,46,47,48], and hence may contribute to a lipid environment in WAT and the liver that protects against chronic inflammation.

It is likely that inflammation-resolving oxylipins were formed from their precursor fatty acids present in KrO (EPA and DHA), but these precursors themselves can also be enzymatically synthesized from ALA. The enzymes responsible for omega-3 PUFA processing are the same as those for omega-6 processing but the rate-limiting enzyme, delta-6-desaturase, has a higher preference for omega-3 FAs relative to omega-6 FAs [49,50]. Thus, an enhanced conversion of ALA in the presence of KrO may also explain the pronounced increases in anti-inflammatory oxylipins.

The observation that the levels of most PUFAs and oxylipins are higher in the liver than in WAT is consistent with metabolic studies in mice [51]. These tissue differences may have multiple causes, including the expression or activity of the aforementioned enzymes that ultimately determine the extent to which substrates (EPA, DHA, ARA) are available for subsequent enzymatic conversions (e.g., by Cyp450, COX, LOX and auto-oxidation) into the respective oxylipins [41,52]. Collectively, the lipidomic analyses demonstrate that KrO can directly affect the inflammatory milieu in WAT and the liver by modulating PUFA and oxylipins in these organs, suggesting beneficial effects on inflammatory pathways and processes.

Indeed, pathway and upstream regulator analyses clearly demonstrated a suppression of HFD-induced inflammatory pathways by KrO in WAT and the liver. For example, KrO deactivated multiple inflammatory HFD-stimulated pathways, including those controlled by TNFα, TNF receptor-associated protein 1 (TRAP1) and CCL2 in eWAT, as well as the IL-1β and M-CSF pathways in the liver. Attenuation of TNFα/IL-1β/CCL2-mediated inflammation in metabolic organs has been shown to improve insulin resistance [53,54,55], consistent with the observed reduction of fasting insulin and HOMA-IR in KrO-treated mice. For instance, TNFα inhibits insulin signaling by stimulating the phosphorylation of inhibitory residues on the insulin receptor substrates (IRS1 and IRS2) and impairs IRS-mediated phosphatidylinositol 3-kinase activation [56,57]. KrO appeared to interfere with this process in our study, because we observed significantly increased upstream regulator activities of INSR, IGF1R and IRS1 in eWAT. This effect is consistent with reduced CLS counts in eWAT and was paralleled by decreased leptin and increased adiponectin concentrations in plasma. The KrO-dependent adipokine changes point to an improvement in whole-body homeostasis, including the neuroendocrine circuits affecting adipocytes [58]. Observed elevations in adiponectin can directly affect immune cells, mediating anti-inflammatory activities [59], as well as affecting general metabolism by inhibiting gluconeogenesis and stimulating lipid utilization/b-oxidation [60,61], which is consistent with our pathway analyses.

The deactivation of TRAP1 by KrO points to reduced oxidative-inflammatory stress in eWAT because TRAP1 is a mitochondrial heat shock protein involved in the maintenance of mitochondrial integrity under stress or pathological conditions [62].

In addition, KrO stimulated the activity of PPARγ, RB1, CEBPα, KLF15 and STAT5A, all of which are transcriptional master regulators that orchestrate adipogenesis [63,64], and it suppressed negative regulators of adipogenesis (KDM5A and STK11). Consistently with the KrO-induced proadipogenic gene expression program in eWAT, the absolute number of adipocytes increased in this depot, and so did the proportion of small adipocytes, together indicating KrO-induced hyperplasia. WAT hyperplasia constitutes a mechanism by which the total storage capacity for fat is increased, allowing the body to cope with metabolic overload from HFD [3]. This indirectly prevents adipocyte hypertrophy and tissue inflammation and attenuates the effect of cytokines implicated in insulin resistance (e.g., TNFα and MIF signaling [4]), as observed herein. Furthermore, KrO also activated PGC1A, PGC1B, ESSRA and NRF1, which are indicative of increased mitochondrial biogenesis (growth and division of pre-existing mitochondria) in eWAT, which is in line with the reported effects of PUFAs during adipocyte differentiation [65,66]. The activation of PPARγ by KrO-derived lipids may, at least partly, explain the effects observed in eWAT, as well as the observed increase in adiponectin, a PPARγ target gene [59,67]. PPARγ activation could also be responsible for the decrease in leptin, because PPARγ antagonizes CEBPα-mediated leptin mRNA transcription [68]. The activation of PPARγ and PPARα by PUFAs and oxylipins from KrO may contribute to the anti-inflammatory effects observed in WAT and the liver. Activated PPARs can negatively interfere with proinflammatory transcription factors such as NF-κB in several ways: PPARs can directly interact with NF-κB proteins [69] or increase the cytosolic inhibitor, IκBα, thereby preventing nuclear translocation and NF-κB-mediated gene expression [10,11]. The observed increase in PPARα protein levels and high concentrations of potential ligands in KrO-treated livers support the possibility of anti-inflammatory mechanisms involving direct PPARα interaction, [69] and complementary indirect mechanisms (e.g., an increase in IκBα) that negatively interferes with NF-κB signaling. Although KrO attenuated CLS formation in eWAT, there was no effect on F4/80-positive CLSs in the liver. This may be explained by a fundamental difference in plasticity between these organs: although the WAT can respond with hyperplasia and expand further (or redistribute fat among its depots) [70], the liver is anatomically restricted, with a limited storage capacity so that even lipids that are beneficial in nature may cause physical damage to cells when present in excess amounts. In addition, the higher circulating FFAs with KrO may result in a higher influx of fat to the liver, thereby counteracting the beneficial effects on hepatic fat oxidation (i.e., PPARA, ACOX1, PPARGC1A), altogether leading to comparable hepatic steatosis as in the HFD controls. Of note, the steatosis observed in the KrO group is unlikely to be a consequence of increased de novo lipogenesis, because KrO significantly suppressed SREBF1 activity—the key regulator of hepatic lipid synthesis. This is also in line with the observed reduced fasting insulin concentrations with KrO. By contrast, at least a part of the steatosis observed in the HFD control group may be due to increased *de novo* lipogenesis because SREBF1 is significantly activated, and insulin, the transcriptional inducer of Srebp1c, is elevated.

This study has limitations and strengths. Intrinsic to the set-up of the study, we cannot distinguish whether the replacement of HFD by KrO *per se*, or specific KrO components or metabolites formed from KrO, or a combination of the above, are responsible for the beneficial effects observed in KrO-treated mice. We could have included additional groups to substantiate these findings, for instance, groups in which KrO was administered orally superimposed on the HFD. Another limitation is that we cannot estimate the contribution of the PUFAs attached to phospholipids relative to those in other lipid classes. It is possible that the profound effects of KrO are related to its high phospholipid content and the increased bioavailability of EPA and DHA [71], which consequently also affects oxylipin availability. Important strengths of this study are the long period of KrO treatment (28 weeks), resulting in relevant endpoints; the use of large treatment groups (*n* = 15 mice) for high statistical power; the extensive molecular (omics) analyses of adipose tissue and the liver using next-generation sequencing technology to identify activated pathways and upstream regulators in both organs; the profiling of fatty acids in three compartments (plasma, adipose tissue, liver), which provides information on the relative enrichment of PUFAs in each of these tissues; and one of the most comprehensive oxylipin analysis reported so far, including adipose tissue and the liver. Our oxylipin profiling analyses at the tissue level showed that HFD treatment markedly increased oxylipins with proinflammatory properties, whereas oxylipins with inflammation-resolving properties were reduced. KrO treatment appeared to counteract these HFD-evoked changes. These KrO-dependent changes of the inflammatory tone within eWAT and the liver can, at least partly, be explained by the ingested PUFAs, and similar effects may occur in other species. In a human study, it has been shown that a linear dose–response relationship exists between the intake of EPA and DHA and the levels of anti-inflammatory oxylipins measured in plasma [72]. This suggests that the direct effects of KrO on oxylipin tissue concentrations observed herein may also be achievable with dietary regimens in humans.

## 5. Conclusions

We have demonstrated that long-term KrO treatment (28 w) improves the fatty acid composition in the circulation, WAT and the liver. This improvement is characterized by marked elevations in omega-3 FAs and associated oxylipins, which can exert beneficial effects on metabolism (e.g., fasting insulin, adipokines) and tissue inflammation. Functional gene expression and pathway analyses, combined with lipidomic analyses, provide rationales for direct and indirect effects of KrO-derived PUFAs and oxylipins on metabolic and inflammatory pathways controlled by PPARα/PPARγ. The stimulatory effect of KrO on adipogenesis and hyperplasia allows for the safe storage of excess fat in adipose tissue and contributes indirectly to the suppression of inflammation. This indirect effect complements the more direct mechanisms that intercept inflammatory pathways on the molecular level.

## Figures and Tables

**Figure 1:**
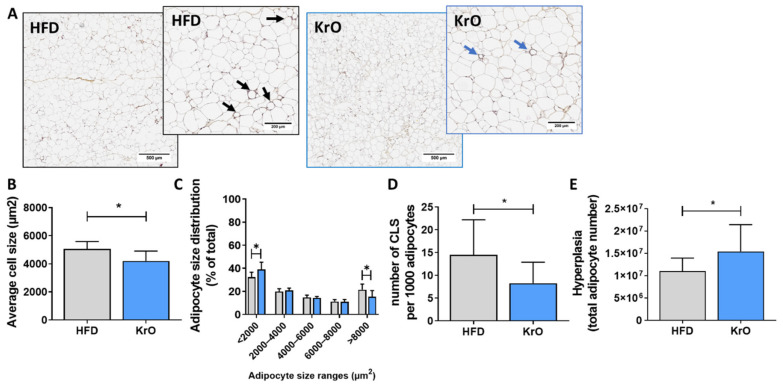
Effect of KrO on eWAT. (**A**) Representative images of HPS-stained eWAT, one low magnification image and one high magnification image per treatment, with arrows to indicate crown-like structures (CLS). eWAT sections were analyzed to determine (**B**) average adipocyte cell size, (**C**) adipocyte size distribution, (**D**) number of CLS per 1000 adipocytes, and (**E**) total number of eWAT cells as a measure of hyperplasia. Data are presented as mean ± SD, * *p* < 0.05 compared to HFD.

**Figure 2:**
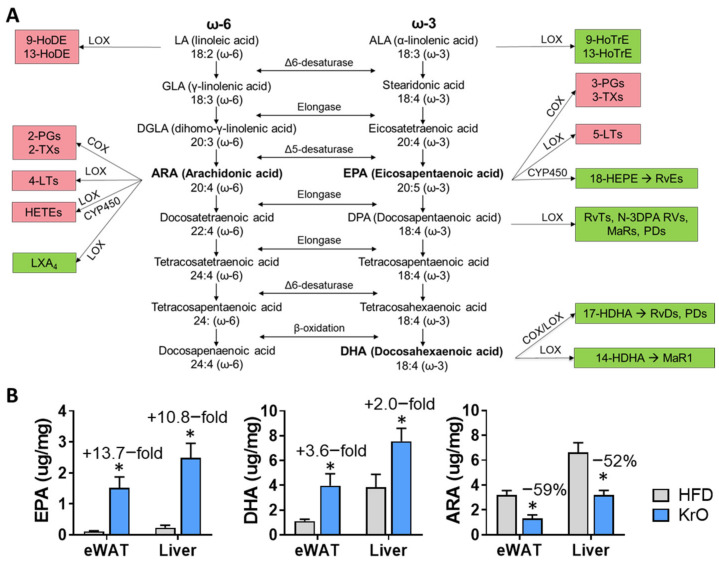
(**A**) Overview of omega-6 (ω-6) and omega-3 (ω-3) FA synthesis pathways with linoleic acid (LA) and α-linolenic acid (ALA) constituting the upstream precursors, respectively. PUFAs compete for the same desaturase and elongase enzymes during the synthesis of eicosapentaenoic acid (EPA), docosahexaenoic acid (DHA) and arachidonic acid (ARA). These PUFAs can further be metabolized by the COX/LOX/CYP450 enzymes into oxylipins. Oxylipins that are typically implicated in the potentiation of inflammatory responses are highlighted in red, whereas oxylipins typically involved in the resolution of inflammatory responses are shown in green. (**B**) Effect of KrO on the tissue concentrations of EPA, DHA and ARA, determined by GC. Data are presented as mean ± SD, * *p* < 0.05 compared to HFD.

**Figure 3:**
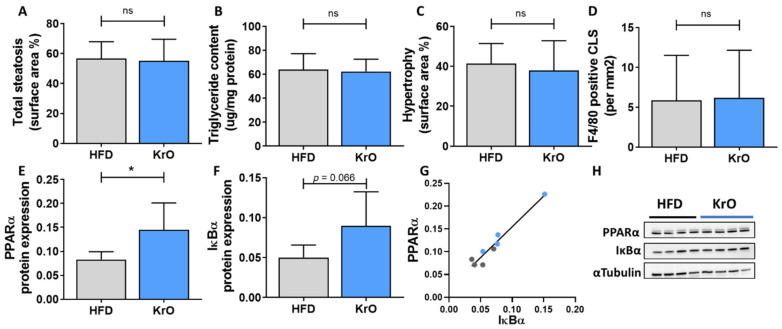
Effect of KrO on the liver—(**A**) total steatosis, (**B**) triglyceride content expressed per mg of liver protein (**C**) hepatocellular hypertrophy and (**D**) F4/80-positive crown-like structures (CLSs). Liver protein levels of (**E**) PPARα and (**F**) IκBα normalized for αTubulin expression, and (**G**) correlation between PPARα and IκBα. (**H**) representative images of the Western blot bands. Data are presented as mean ± SD, * *p* < 0.05 compared to HFD.

**Table 1:** Body composition, energy intake and plasma lipids.

	Chow	HFD	KrO
BW (g)	41.6 ± 6.6 *	52.7 ± 4.4	50.9 ± 2.9
Fat mass (g)	11.0 ± 3.3 *	23.2 ± 2.9	21.4 ± 2.4
Lean mass (g)	29.0 ± 3.6 *	29.6 ± 2.7	29.9 ± 1.8
eWAT (g)	1.9 ± 0.5	2.0 ± 0.5	1.9 ± 0.3
sWAT (g)	1.1 ± 0.3 *	2.5 ± 0.6	2.4 ± 0.4
mWAT (g)	0.7 ± 0.3 *	1.2 ± 0.3	0.9 ± 0.2*
EI (kcal/mouse/day)	13.1 ± 1.1	13.9 ± 1.1	14.2 ± 0.5
FI (g/mouse/day)	4.3 ± 0.4 *	2.9 ± 0.2	3.0 ± 0.1
Cholesterol (mM)	7.6 ± 2.2 *	34.2 ± 13.0	43.3 ± 18.5
Triglycerides (mM)	1.7 ± 0.6 *	6.0 ± 3.4	6.6 ± 4.8

Body composition, food intake and plasma lipids after 28 weeks of dietary treatment. BW: body weight; EI: energy intake; FI: food intake; eWAT: epididymal white adipose tissue (WAT); sWAT: subcutaneous WAT; mWAT mesenteric WAT. In the left column, data from the chow group are provided for reference. Data are presented as mean ± SD, * *p* < 0.05 compared to HFD. HFD: high-fat diet.

**Table 2:** Fatty acid concentrations in eWAT and the liver.

	eWAT			Liver		
Fatty Acids (Ug/Mg Tissue)	Chow	HFD	KrO	Chow	HFD	KrO
**Omega-3**						
Alpha-Linolenic (ALA) C18:3n3	11.0 *	4.8	5.5 *	0.7	0.7	0.9 *
Eicosapentaenoic (EPA) C20:5n3	0.3 *	0.1	1.5 *	0.3 *	0.2	2.5 *
Docosapentaenoic n3 C22:5n3	0.8	0.5	1.6 *	0.5 *	0.6	2.0 *
Docosahexaenoic (DHA) C22:6n3	1.9 *	1.1	4.0 *	3.7	3.9	7.6 *
**Omega-6**						
Linoleic (LA) C18:2n6	214.0 *	169.3	173.5	16.7 *	28.1	25.2
gamma-Linolenic C18:3n6	0.7	0.7	0.6	0.3 *	0.6	0.3 *
Eicosadienoic C20:2n6	1.1 *	2.5	2.4 *	0.3 *	0.7	0.6 *
Dihomo-g-linolenic C20:3n6	1.9 *	1.3	1.1 *	1.0 *	1.6	1.2 *
Arachidonic (ARA) C20:4n6	3.6 *	3.2	1.3 *	5.3 *	6.6	3.2 *
Docosatetraenoic C22:4n6	0.5 *	0.7	0.2 *	0.3 *	1.0	0.3 *
Docosapentaenoic n6 C22:5n6	0.3	0.3	0.1 *	0.1	0.5	0.0 *
**Cis-Monosaturated**						
Palmitoleic C16:1n7	79.8 *	32.8	34.1	5.0	5.9	6.8
Oleic C18:1n9	288.8 *	427.2	411.8	29.2 *	86.1	72.5
Eicosenoic C20:1n9	4.9 *	3.9	3.5 *	0.7 *	2.1	1.7 *
Nervonic C24:1n9	0.1 *	0.1	0.1	0.1	0.1	0.1 *
**Saturated**						
Myristic C14:0	7.7 *	5.5	6.4 *	0.5 *	1.0	0.8 *
Palmitic C16:0	152.6	133.4	130.3	21.4 *	46.4	38.6 *
Stearic C18:0	9.0 *	21.9	20.6	5.0 *	5.9	5.4 *
Arachidic C20:0	0.3 *	0.2	0.2	0.2	0.2	0.3
Behenic C22:0	0.1	0.0	0.0	0.1 *	0.0	0.1 *
Lignoceric C24:0	0.0 *	0.0	0.0	0.0 *	0.0	0.0 *
**Trans**						
Palmitelaidic C16:1n7t	0.8	0.7	0.9 *	0.1 *	0.1	0.2 *
Elaidic C18:1t	0.7 *	1.9	1.6 *	0.1 *	0.3	0.2 *
Linoelaidic C18:2n6t	2.0	1.6	1.5	0.3 *	0.5	0.3 *

Fatty acid concentrations determined in eWAT and liver tissue after 28 weeks of dietary treatment. The types of fatty acids are indicated in bold. In the left column, data from the chow group are provided for reference. Average fatty acid concentrations significantly higher compared to the HFD control group are shown in orange, and significantly lower concentrations are shown in green (* *p* < 0.05).

**Table 3:** Upstream regulator analysis in eWAT.

	HFD vs. Chow		KrO vs. HFD	
	Z-Score	*p*-Value	Z-Score	*p*-Value
**Proinflammatory**				
CCL2	3.4	0.000	−2.2	0.013
IL1B	6.7	0.000	−2.3	0.306
IL4	3.2	0.000	−0.1	0.016
IL6	3.5	0.000	−1.1	0.027
IL17A	2.5	0.000	−1.9	1.000
MIF	4.2	0.000	−1.9	1.000
TNF	9.5	0.000	−4.5	0.001
TRAP1	3.5	0.015	−2.4	0.001
TGFB1	4.7	0.000	−1.0	0.009
**Adipogenesis—Clonal Expansion**				
AP1	3.3	0.001	n/a	1.000
CEBPB	1.7	0.000	1.4	0.004
CEBPD	2.2	0.000	n/a	1.000
**Adipogenesis—Differentiation**				
PPARG	−4.9	0.000	5.0	0.000
RB1	−6.5	0.000	5.1	0.000
CEBPA	0.7	0.000	1.1	0.018
KLF4	−1.1	0.004	2.0	1.000
KLF5	−0.8	0.006	n/a	1.000
KLF15	n/a	1.000	3.0	0.000
SREBF1	−1.5	0.000	1.3	0.002
STAT5A	−1.2	0.000	2.8	0.004
STAT5B	−0.7	0.000	2.1	0.427
**Negative Regulators of Adipogenesis**				
KDM5A	4.6	0.000	−5.2	0.000
STK11	3.5	0.000	−4.6	0.000
KLF2	−1.2	0.000	n/a	1.000
GATA3	1.0	0.000	n/a	1.000
WNT5a	−0.5	0.000	n/a	1.000
**Metabolism-Related**				
PPARGC1A	−4.5	0.000	4.8	0.000
PPARGC1B	−2.6	0.018	2.6	0.001
ESRRA	−3.5	0.000	2.5	0.000
NRF1	−0.7	0.031	2.2	0.003
INSR	−3.4	0.000	3.9	0.000
IGF1R	−2.6	0.000	3.4	0.056
IRS1	−0.5	0.000	1.6	0.001

The activity of upstream regulators in eWAT was calculated based on gene expression changes of all downstream target genes. A Z-score < −2 indicates inhibition of the respective pathway (shown in orange) and Z > 2 indicates activation (shown in green). The *p*-value < 0.05 indicates significant enrichment of the target genes downstream of a regulator, i.e., that more downstream genes are affected than can be expected by chance. n/a indicates an insufficient number of differentially expressed genes to predict the activation state of an upstream regulator.

**Table 4:** Oxylipin analysis in eWAT.

	Chow	HFD	KrO
**Omega-3 Lipid Mediators**			
ALA/GLA	0.025	0.024	0.021
9-HoTrE	0.011	0.020	0.012
13-HoTrE	0.027 *	0.017	0.011
EPA	0.005	0.010	0.074 *
5-HEPE	0.001 *	0.001	0.011 *
12-HEPE	0.012	0.017	0.067 *
15-HEPE	0.003	0.005	0.026 *
18-HEPE	0.002 *	0.005	0.029 *
RvE2	ND	ND	ND
18R-RvE3	0.002	ND	ND
DPAn-3	0.003	0.006	0.018 *
DHA	0.019	0.042	0.099 *
4-HDHA	0.000 *	0.002	0.003 *
7-HDHA	0.001	0.002	0.004 *
10-HDHA	0.001 *	0.007	0.016 *
17-HDHA	0.002 *	0.007	0.013 *
PDX	0.001	0.002	0.004 *
14,15-diHETE	ND	0.002	0.004
14(S)-HDHA	0.007	0.013	0.024 *
19,20-DiHDPA	0.013 *	0.007	0.015 *
**Omega-6 Lipid Mediators**			
LA	0.059	0.060	0.074
9-HoDE	0.269 *	0.662	0.362 *
13-HoDE	0.506	0.959	0.569 *
DGLA	0.003 *	0.006	0.006
ARA	0.015 *	0.046	0.018 *
5-HETE	0.005 *	0.028	0.006 *
LXA4	0.001	0.002	ND
5-KETE	0.002 *	0.011	0.003 *
8-HETE	0.005 *	0.042	0.008 *
11-HETE	0.030 *	0.290	0.051 *
12-HETE	0.065	0.247	0.046 *
12-KETE	0.003	0.006	0.002
15-HETE	0.015 *	0.111	0.024 *
15-KETE	0.003 *	0.016	0.005 *
8S,15S-diHETE	0.001	0.002	0.000 *
17-OH-DH-HETE	0.001 *	0.005	0.001 *
PGD_2_	0.042 *	0.311	0.028 *
PGE_2_	0.057	1.226	0.052 *
PGF_2α_	0.006	0.034	0.004 *
PGJ_2_	ND	0.017	ND
8-iso- PGF_2α_	0.001 *	0.003	0.001 *
13,14 dihydro-15 keto- PGF_2α_	ND	0.009	ND
TxB_2_	0.012	0.051	0.005 *
6-tra-LTB_4_	0.001	0.003	0.001
6t,12 epi-LTB_4_	0.001	0.004	0.001
AdA	0.001 *	0.004	0.001 *
DPAn-6	0.002 *	0.011	0.002 *

Lipid mediator levels (area ratios relative to the class-specific internal standard) measured in eWAT tissue are expressed as mean area ratios. Area ratios significantly higher compared to the HFD control group are shown in orange, and significantly lower ratios are shown in green (* *p* < 0.05). In the left column, data from the chow group are provided for reference. ND = not detectable.

**Table 5:** Effect of KrO on adipokines, metabolic risk factors and transaminases.

	Chow	HFD	KrO
AUC leptin	32.3 ± 16.4 *	114.2 ± 15.4	100.4 ± 0.4 *
AUC adiponectin	18.5 ± 1.8 *	22.5 ± 2.5	25.19 ± 2.3 *
Glucose (mM)	7.2 ± 0.8	7.6 ± 0.9	6.9 ± 0.9 *
Insulin (ng/mL)	4.1 ± 3.9 *	20.4 ± 14.4	12.4 ± 7.1 *
HOMA-IR	34.1 ± 33.9 *	170.2 ± 116.3	92.2 ± 46.8 *
Free fatty acids (mM)	1.1 ± 0.2	1.3 ± 0.4	2.4 ± 1.0 *
ALT (U/l)	66.6 ± 21.5 *	391.9 ± 258.2	277.9 ± 170.7
AST (U/l)	17.8 ± 3.9 *	491.1 ± 497.2	264.2 ± 104.1

AUC: area under the curve, HOMA-IR: homeostatic model assessment for insulin resistance, ALT: alanine aminotransferase, AST: aspartate aminotransferase. In the left column, data from the chow group are shown for reference. Data are presented as mean ± SD, * *p* < 0.05 compared to HFD.

**Table 6:** Upstream regulator analysis in the liver.

	HFD vs. Chow		KrO vs. HFD	
Proinflammatory	Z-Score	*p*-Value	Z-Score	*p*-Value
CCL2	1.8	0.000	−2.0	0.171
CXCL12	4.2	0.000	−0.3	0.011
IL1B	7.9	0.000	−2.1	0.001
IFNA2	4.7	0.002	−1.9	0.036
IFNB1	2.7	0.000	−0.5	0.006
IFNG	6.1	0.000	−0.6	0.001
CSF1	5.1	0.000	−3.2	0.000
TNF	9.7	0.000	−1.1	0.000
NFKB1	4.8	0.000	−1.3	0.042
NFKBIA	3.2	0.000	0.2	0.029
RELA	4.9	0.000	−1.5	0.006
REL	3.2	0.000	−2.0	0.074
STAT1	6.4	0.000	−1.7	0.000
TICAM1	4.8	0.000	−2.6	0.068
**Metabolism-Related**				
ACOX1	−5.4	0.000	1.7	0.000
PPARGC1A	−2.7	0.000	1.7	0.004
SCAP	−3.2	0.000	−3.8	0.000
SREBF1	1.0	0.000	−2.6	0.000
SREBF2	−1.7	0.001	−3.2	0.000

The activity of an upstream regulator in the liver was calculated based on gene expression changes of all downstream target genes. A Z-score < −2 indicates inhibition of the respective pathway (shown in orange) and Z > 2 indicates activation (shown in green). The *p*-value < 0.05 indicates significant enrichment of the target genes downstream of a regulator, i.e., that more downstream genes are affected than can be expected by chance. n/a indicates an insufficient number of differentially expressed genes to predict the activation state of an upstream regulator.

**Table 7:** Oxylipin analysis in the liver.

	Chow	HFD	KrO
**Omega-3-Derived**			
ALA/GLA	0.208 *	0.304	0.143 *
9-HoTrE	0.070 *	0.016	0.022 *
13-HoTrE	0.036 *	0.015	0.013
EPA	0.283	0.267	1.765 *
5-HEPE	0.033 *	0.007	0.096 *
12-HEPE	0.559 *	0.172	1.077 *
15-HEPE	0.029 *	0.011	0.126 *
18-HEPE	0.052 *	0.012	0.169 *
RvE_2_	ND	ND	0.004
18R-RvE_3_	ND	ND	ND
DPAn-3	0.110 *	0.157	0.525 *
DHA	0.858 *	1.419	2.920 *
4-HDHA	0.037 *	0.015	0.039
7-HDHA	0.014	0.010	0.027 *
10-HDHA	0.066	0.049	0.122 *
17-HDHA	0.052	0.044	0.074 *
PDX	0.013	0.014	0.027 *
14,15-diHETE	0.062 *	0.028	0.206 *
14(S)-HDHA	0.123	0.126	0.155
19,20-DiHDPA	0.303 *	0.517	0.643 *
**Omega-6-Derived**			
LA	0.296	0.339	0.420 *
9-HoDE	1.567 *	0.935	0.746
13-HoDE	2.399 *	1.367	1.167
DGLA	0.095 *	0.189	0.215
ARA	0.372 *	0.658	0.348 *
5-HETE	0.150 *	0.083	0.037 *
LXA_4_	0.008	0.015	0.004
8-HETE	0.070	0.069	0.032 *
11-HETE	0.555	0.675	0.222 *
12-HETE	1.146	1.255	0.308 *
15-HETE	0.491	0.418	0.172 *
15-KETE	0.045	0.030	0.016 *
8S,15S-diHETE	0.005	0.006	0.002 *
17-OH-DH-HETE	0.016	0.019	0.004 *
PGD_2_	0.039 *	0.105	0.016 *
PGE_2_	0.068	0.103	0.023 *
PGF_2α_	0.041 *	0.095	0.012 *
PGJ_2_	ND	ND	ND
8-iso- PGF_2α_	0.003	0.004	0.002
13,14 dihydro-15 keto- PGF_2α_	ND	0.005	ND
TxB_2_	0.049 *	0.133	0.017 *
6-tra-LTB_4_	0.004	0.003	ND
6t,12epi-LTB_4_	0.006	0.004	ND
AdA	0.028 *	0.110	0.039 *
DPAn-6	0.073 *	0.323	0.047 *

Lipid mediator levels measured in liver tissue are expressed as mean area ratios. Area ratios significantly higher compared to the HFD control group are shown in orange, and ratios that are significantly lower are depicted in green (* *p* < 0.05). In the left column, data from the chow group are provided for reference. ND = not detectable.

## Data Availability

The gene expression data is publicly available on gene expression omnibus, data set GSE179396.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13082836/s1, Figure S1: PDX identification based on comparisons with a standard for PDX, Figure S2: RvE_2_ identification based on comparisons with a RvE_2_ standard, Table S1. Individually optimized LC-MS/MS parameters for each compound, Table S2. Fatty acid composition of dried blood spots and eWAT and liver tissue.

# Supplementary material for: Krill Oil Treatment Increases Distinct PUFAs and Oxylipins in Adipose Tissue and Liver and Attenuates Obesity-Associated Inflammation via Direct and Indirect Mechanisms
**Source:** Nutrients. 2021 Aug 18;13(8):2836. doi: 10.3390/nu13082836
**Supplement:** Supplementary file 1

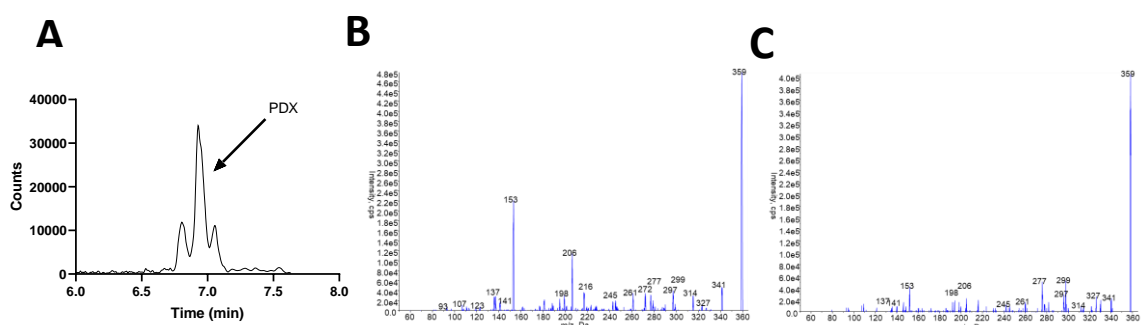

Supplemental figure S1. PDX identification based on comparisons with a standard for PDX. **A)** Chromatogram of PDX in a representative eWAT sample, **B)** PDX authentic standard material MS/MS spectrum, **C)** MS/MS spectrum obtained from representative WAT sample.

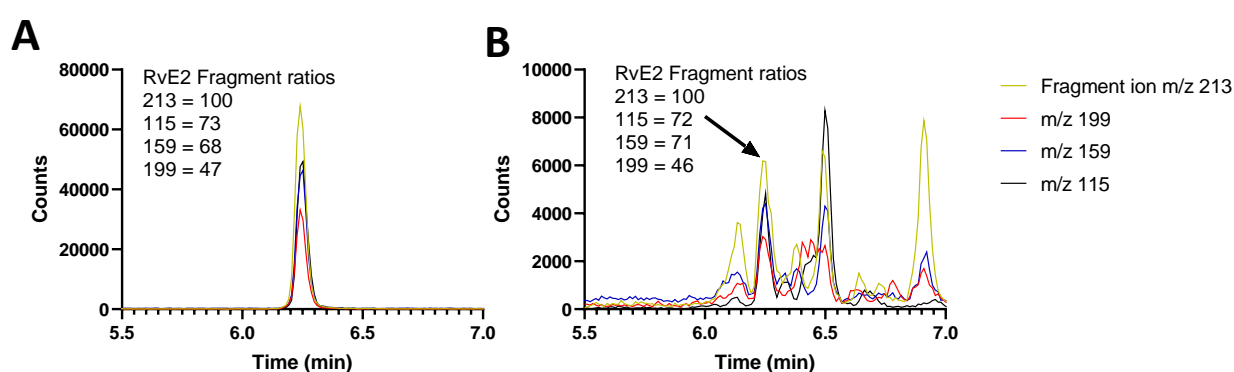

Supplemental figure S2. RvE₂ identification based on comparisons with a RvE₂ standard. The graphs show characteristic fragment ions of RvE2 with a dedicated product ion scan LC-MS/MS: **A)** 1ng/ml authentic standard material, **B)** RvE2 fragments from a representative liver sample.

Supplemental Table S1. Individually optimized LC-MS/MS parameters for each compound.

ID	m/z in Q1	m/z in Q3	Time (min)	DP (volts)	EP (volts)	CE (volts)	CXP (volts)
LXA4	351.1	114.8	5.5	-40	-10	-20	-11
5-HETE	319.1	115.0	8.0	-65	-10	-18	-11
8-HETE	319.1	154.9	7.9	-70	-10	-20	-19
11-HETE	319.1	167.0	7.9	-70	-10	-22	-15
12-HETE	319.1	179.0	7.9	-65	-10	-20	-23
15-HETE	319.1	219.1	7.8	-55	-10	-18	-9
15-HEPE	317.1	219.0	7.5	-65	-10	-18	-19
18-HEPE	317.1	259.0	7.4	-5	-10	-16	-7
LXB4	351.1	220.9	5.1	-60	-10	-22	-13
Leukotriene B4	335.1	195.0	6.9	-65	-10	-22	-21
17-HDHA	343.1	245.0	7.9	-65	-10	-16	-15
14,15-diHETE	335.1	207.0	7.0	-65	-10	-24	-21
19,20-DiHDPA	361.1	273.0	7.4	-55	-10	-22	-15
RvE1	349.1	195.0	3.8	-95	-10	-22	-13
RvE2	333.1	114.9	6.1	-35	-10	-18	-15
18S-RvE3	333.1	245.2	6.7	-25	-10	-16	-17
18R-RvE3	333.1	245.0	7.1	-55	-10	-18	-23
TxB2	369.1	169.0	4.6	-55	-10	-24	-15
6-trans-LTB4	335.1	194.9	6.7	-105	-10	-22	-11

20-OH LTB4	351.1	195.0	4.0	-60	-10	-24	-17
PGD2	351.1	233.0	5.0	-30	-10	-16	-13
PDX	359.1	153.0	6.8	-70	-10	-22	-9
PD1	359.1	153.0	6.9	-70	-10	-22	-9
MaR1_2	359.2	250.2	7.0	-65	-10	-20	-13
LTE4	438.1	333.1	7.0	-55	-10	-26	-15
8S,15S-diHETE	335.1	207.9	6.7	-55	-10	-22	-17
LTD4	495.1	177.0	6.7	-70	-10	-28	-19
Leukotriene B4 d4	339.1	196.9	6.9	-70	-10	-22	-19
15-HETE d8	327.2	226.0	7.8	-85	-10	-18	-11
PGE2-d4	355.1	193.0	4.9	-50	-10	-26	-17
7,17-DiHDPa	361.1	198.9	7.0	-45	-10	-26	-23
RvD1	375.1	215.0	5.6	-50	-10	-26	-11
RvD2	375.1	277.1	5.3	-60	-10	-18	-15
6t,12epi-LTB4	335.1	194.9	6.8	-80	-10	-22	-25
PGF2a	353.1	193.0	5.2	-80	-10	-34	-11
PGE2_2	351.2	271.1	4.9	-50	-10	-22	-21
17-OH-DH-HETE	347.1	247.0	8.2	-110	-10	-22	-27
13-HoTrE	293.0	195.0	7.4	-45	-10	-24	-19
13-HoDE	295.0	194.9	7.7	-110	-10	-24	-21
7S-MaR1	359.1	249.9	6.6	-20	-10	-20	-19
15-Keto-PGE2	349.0	234.9	4.5	-65	-10	-20	-13
13,14dihydro-15keto-PGF2a	353.1	195.0	5.4	-110	-10	-32	-11
8-iso-PGE2	351.1	271.0	4.6	-5	-10	-24	-19
8-iso-PGF2a	353.1	193.0	4.5	-135	-10	-34	-11
9-HoTrE	293.0	170.9	7.4	-75	-10	-20	-15
9-HoDE	295.0	171.0	7.7	-130	-10	-22	-7
AA	303.0	205.1	8.8	-155	-10	-20	-11
DHA	327.1	229.2	8.8	-115	-10	-18	-11
EPA	301.0	202.9	8.6	-125	-10	-18	-21
AdA	331.1	233.0	9.1	-130	-10	-22	-11
DPAn-3	329.1	231.1	9.0	-50	-10	-20	-17
DHAd5	332.0	288.1	8.8	-75	-10	-16	-13
LA	279.0	261.0	8.8	-115	-10	-28	-13
ALA/GLA	277.0	233.0	8.6	-90	-10	-22	-29
PGJ2	333.0	271.0	6.1	-30	-10	-22	-17
5,15-diHETE	335.0	173.1	6.8	-55	-10	-20	-11
10-HDHA	343.1	153.0	7.9	-25	-10	-20	-15
7-HDHA	343.1	141.1	8.0	-85	-10	-18	-23
14(15)EET	319.0	218.9	8.1	-5	-10	-16	-55
11(12)EET	318.9	166.9	8.2	-90	-10	-18	-19
8(9)EET	319.0	154.9	8.2	-60	-10	-18	-13
15Deoxy PGJ2	315.0	203.0	7.3	-50	-10	-28	-19
20-HETE_2	319.0	289.1	7.7	-70	-10	-24	-15
4-HDHA	343.1	101.0	8.2	-50	-10	-18	-9
14(S)-HDHA	343.1	204.9	8.0	-60	-10	-18	-27
5-HEPE	317.0	114.9	7.7	-55	-10	-18	-11
12-HEPE	317.0	179.0	7.6	-60	-10	-18	-17
5-KETE	317.0	203.1	8.1	-70	-10	-24	-11
12-KETE	317.0	153.0	7.9	-60	-10	-22	-9
15-KETE	317.0	113.0	7.8	-10	-10	-22	-5

19(20)-EpDPA	343.1	281.1	8.1	-70	-10	-16	-11
DGLA	305.1	261.2	9.0	-85	-10	-22	-13
8-iso-PGF2alpha-d4	357.3	197.0	4.5	-110	-10	-34	-20
14(15)-EET-d11	330.2	219.0	8.1	-85	-10	-15	-15

Supplemental Table S2. Fatty acid composition of dried blood spots and eWAT and liver tissue.

Fatty acids (% of all FA measured)	Dried blood spots			eWAT			Liver		
	chow	HFD	KrO	chow	HFD	KrO	chow	HFD	KrO
**Omega-3**									
alpha-Linolenic C18:3n3	0.2%*	0.2%	0.3%*	1.5%*	0.6%	0.7%*	0.8%*	0.4%	0.5%*
Eicosapentaenoic (EPA) C20:5n3	0.6%*	0.3%	6.6%*	0.1%*	0.0%	0.2%*	0.4%*	0.1%	1.6%*
Docosapentaenoic n3C22:5n3	0.6%*	0.3%	0.8%*	0.1%*	0.1%	0.2%*	0.6%*	0.3%	1.2%*
Docosahexaenoic (DHA) C22:6n3	5.7%*	4.5%	6.7%*	0.3%*	0.1%	0.5%*	4.5%*	2.0%	4.7%*
**Omega-6**									
Linoleic C18:2n6	18.4%	18.1%	18.7%	27.1%*	20.8%	21.6%*	18.6%*	14.7%	15.0%
gamma-Linolenic C18:3n6	0.3%	0.3%	0.2%*	0.1%*	0.1%	0.1%	0.3%	0.3%	0.2%*
Eicosadienoic C20:2n6	0.2%*	0.3%	0.4%*	0.1%*	0.3%	0.3%	0.3%*	0.4%	0.3%*
Dihomo-g-linolenic C20:3n6	1.4%	1.3%	1.3%	0.3%*	0.2%	0.1%*	1.1%*	0.9%	0.7%*
Arachidonic (ARA) C20:4n6	18.9%*	20.7%	8.4%*	0.6%*	0.4%	0.2%*	6.6%*	3.5%	2.0%*
Docosatetraenoic C22:4n6	0.9%*	0.6%	0.1%*	0.1%*	0.1%	0.0%*	0.3%*	0.5%	0.2%*
Docosapentaenoic n6C22:5n6	0.5%	0.4%	0.0%*	0.0%	0.0%	0.0%*	0.2%*	0.3%	0.0%*
**Cis-Monosaturated**									
Palmitoleic C16:1n7	2.2%*	1.6%	3.1%*	10.4%	4.0%*	4.3%*	5.1%*	3.0%	3.9%*
Oleic C18:1n9	15.6%*	20.2%	23.0%*	36.5%	52.6%*	51.3%*	29.7%*	44.4%	41.8%*
Eicosenoic C20:1n9	0.4%	0.4%	0.4%	0.6%	0.5%*	0.4%*	0.7%	1.1%	1.0%*
Nervonic C24:1n9	0.5%*	0.2%	0.3%*	0.0%	0.0%*	0.0%	0.1%*	0.0%	0.1%*
**Saturated**									
Myristic C14:0	0.2%	0.1%	0.2%*	1.0%	0.7%*	0.8%*	0.5%	0.5%	0.5%*
Palmitic C16:0	21.8%*	18.7%	19.3%	19.6%	16.4%*	16.2%	23.5%	23.9%	22.6%*
Stearic C18:0	10.3%	10.7%	9.0%*	1.2%	2.7%*	2.7%	6.1%*	3.1%	3.5%
Arachidic C20:0	0.2%*	0.2%	0.2%	0.0%	0.0%*	0.0%	0.3%*	0.1%	0.2%*
Behenic C22:0	0.5%*	0.2%	0.2%	0.0%	0.0%	0.0%	0.1%*	0.0%	0.0%*
Lignoceric C24:0	0.5%*	0.2%	0.2%	0.0%	0.0%*	0.0%	0.1%*	0.0%	0.0%*
**Trans**									
Palmitelaidic C16:1n7t	0.1%	0.1%	0.1%*	0.1%	0.1%*	0.1%*	0.1%	0.1%	0.1%*
Elaidic C18:1t	0.2%*	0.2%	0.2%	0.1%	0.2%*	0.2%*	0.1%*	0.1%	0.1%*
Linoelaidic C18:2n6t	0.2%	0.2%	0.2%*	0.3%	0.2%*	0.2%	0.3%*	0.3%	0.2%*

Average fatty acid percentages after 28 weeks of dietary treatment are shown (percentage of totally identified fatty acids) with *p<0.05 compared to HFD. Data of the chow group was provided for reference.

How the deposited data were processed for this re-analysis (not part of the article)

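RNA-seq data of eWAT and liver from Ldlr-/-.Leiden mice on chow, HFD or HFD with KrO were used, 46 libraries in all, 23 of eWAT and 23 of liver. Diet, tissue and mouse number were taken from the sample labels and compared with the paper; each library is a separate mouse within a tissue. The paper describes the libraries as strand-specific and states that technical outliers were excluded after a distance matrix and principal component analysis, without naming them; all libraries with labels were used here. The authors deposited whole-number counts per gene, not normalized. The submitters' processing notes name Trimmomatic, STAR 2.5, HTSeq 0.6.1p1 and DESeq2, and they name the human build GRCh38 for these mouse libraries. Gene identifiers in the files are those of mouse genes: of 54446 genes, 54409 were matched to names of the GENCODE M21 annotation (GRCm38), from which all positions come, and 31935 had at least 1 count. Another 14 columns of the deposited table matched no sample of the series and were not used.

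HTSeq's summary lines were kept out of library sizes and tests. Relative to the sum of the counts in genes and of these 3 classes, alignments that were not unique made up 8.30 to 16.8% per library, reads in no feature 2.08 to 9.91% and ambiguous reads 2.68 to 5.06%. Counting leaves out reads that fit several genes, so genes with near-identical copies are uncertain. Counts of no pair of libraries of one group differed by as little as sampling noise (lowest chi-square per degree of freedom 8.42), so every library was counted as 1 replicate. The first principal component held 30.41% of the variance in eWAT and 36.05% in the liver.

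Genes were tested per tissue with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood fit with robust dispersion), with the 3 diets in one model and the contrasts HFD against chow and KrO against HFD. P-values were adjusted by Benjamini-Hochberg and called under 0.05. Log2 CPM values used a prior count of 2. Of 48 gene lists, those with at least 5 tested members were tested with camera of limma 3.58.1, 47 in eWAT and 45 in the liver, at the preset correlation of 0.01 and with an estimated correlation. At the preset correlation, random splits of the same libraries also called many lists, and none of the 4 comparisons kept a list with the estimated correlation. For this reason an exact two-sided permutation test of the score of each list over mice was added after seeing the data, adjusted by Benjamini-Hochberg over the lists of a comparison, and repeated without each library.

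The gene lists, the comparisons, the alternatives other than those named as added and the rule for the genes named in the text were fixed before the data were examined. The rule takes, per comparison, the 10 higher and 10 lower genes with the largest log2 fold change among those called, with a mean CPM of at least 5, the same direction with any library left out and an established symbol; the genes of the regulators that the paper names; and up to 4 members with the smallest adjusted p of each list described. Genes named outside this rule are members of a count of 5 or fewer, or were chosen after their values were seen. The alternatives were RLE factors, no filter on low counts, only the 2 diets compared, limma voom with quality weights (statmod 1.5.0), DESeq2 1.42.0 at an adjusted p and at an unadjusted p under 0.01, fry for the lists, and each library left out in turn.

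The difference of the diet effects between tissues was tested over all libraries as an interaction. Mouse numbers in the labels, read with the diet, tie 12 mice to a library of each tissue, so the libraries are paired by the labels. The labels hold more chow mouse numbers than the paper gives chow mice. A chow animal may therefore be listed under different numbers, and the pairing on chow is uncertain. In a check, the deviations of the 2 libraries of one mouse from their group means correlated at -0.0789 to 0.0987 across genes (median 0.0126), none above 0.1. Of the 12 eWAT libraries, 5 correlated best with the liver library of their own mouse, among the liver libraries of that diet. Each eWAT library had 5 liver libraries to match on chow and 9 on HFD or KrO. Fits with the mouse as a replicate block were run for these mice.

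The test was checked on simulated data with known changes. It called 41.8% of genes changed 1.5-fold, 73.8% of those changed 2-fold and 87.9% of those changed 4-fold for HFD against chow in eWAT (15401 genes), and 47.8%, 76.9% and 89.4% for KrO against HFD in eWAT (15397 genes). For HFD against chow in the liver it called 42.4%, 69.8% and 92.3% (14058 genes), and for KrO against HFD in the liver 57.6%, 78.1% and 95.4% (14079 genes). Unchanged genes made up 2.03%, 5.45%, 6% and 5.33% of the calls. For KrO against HFD in the liver the simulation called 169 genes, against 19 in the real data, so its shares do not carry over to that comparison. The permutation test of scores called 10 of 200 unshifted and 196 of 200 shifted draws at p under 0.05.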

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

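The tests of explanations below were all chosen after the results were seen; the tests of the differences between tissues, the comparisons within groups and the random splits of libraries were planned, and the splits of mice were added later.

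Some eWAT libraries carried transcripts of neighbouring tissues: epididymal epithelial genes summed to 23140 CPM in chow mouse 4083 against a median of 154 CPM, with 15 of 20 members at 10 times their median or more, which is consistent with epididymal tissue in the dissected piece. Hepatocyte genes summed to 7166 CPM in chow mouse 21, above the highest HFD library (1418 CPM), although the list holds Pck1 and Cyp2e1, which adipocytes express. In that library 50 liver genes stood at a median of 3.08% of their liver level, with an SD of the log2 ratio of 0.392 and r of 0.857 across genes, consistent with liver tissue or RNA carried over, and they stood at 2.31% (SD 0.495) in KrO mouse 20, a library of the KrO comparison, 1.97% (SD 0.339) in chow mouse 22, 0.94% (SD 0.4) in chow mouse 37 and at most 0.574% in the others. Reads assigned to the wrong library in even shares over a run are argued against, since the median of these 50 genes varied 765.9-fold between eWAT libraries, from 0.00402% of the liver level. Uneven assignment between single libraries stays open, as the hepatocyte sum, which varied 19.72-fold, does not decide it and no index data were used, and no biological explanation was tested.

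In the liver, genes that growth hormone drives in males were lower on HFD (median log2 fold change -2.17, 18 of 19 lower) and female-biased genes higher (median 1.80, 7 of 12 higher); the paper does not discuss them. Female mice are argued against by a highest Xist level of 0.26 CPM, which cannot show whether a male mouse was listed under another diet. Fewer hepatocytes are argued against by the rise of the female-biased hepatocyte genes (1.803) against a hepatocyte median of -0.51. Reads shared between copies are argued against by 6 of 6 genes without a near-identical copy being lower. They were Elovl3 (-2.10), Cyp7b1 (-2.17), Slco1a1 (-3.08), Nudt7 (-1.16), Cyp2u1 (-1.21) and C6 (-0.79), genes chosen after their values were seen. Weaker growth hormone and STAT5 signaling is a hypothesis that these data leave open: of Socs2 (0.39), Cish (-0.04) and Cux2 (-0.53), 0 changes were called by edgeR. The score of 19 STAT5 targets was lower on HFD in 9 of 9 mice (-0.52, exact permutation test, adjusted p = 0.00294), with 3 members lower, Hsd3b5 (-6.78) and Cyp7b1, which are male-biased genes of the pattern itself, and Igfals (-0.97), 2 higher, a median of -0.11 and adjusted p = 0.338 with camera at the preset correlation. The Mup, Cyp2b and Cyp4a12 genes of these lists have near-identical copies and are uncertain.

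The effect of HFD relative to chow differed between eWAT and liver for 3928 genes, and that of KrO relative to HFD for 12 genes (interaction tests). With the mouse as a replicate block in the 12 mice with both tissues, these were 903 and 0. Of 100 splits of the libraries, 1 gave as many as 3928 (highest other 2542, with 41 other splits calling any gene) and 3 gave as many as 12 (highest other 25, with 13 other splits calling any gene). A split that parts the diets unevenly can carry the diet effect itself, so calls in other splits do not show structure beyond the diets. All these splits of libraries take the 2 libraries of a mouse apart. Of 100 splits of the mice that keep them together, 1 gave as many as 3928 (highest other 647, with 46 others calling any gene) and 7 gave as many as 12 (highest other 262, with 15 others calling any gene). No other split of either kind reached 3928 genes, which argues against chance for that count. For the 12 genes chance cannot be excluded.

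Within groups, 5 of 66 comparisons had a library apart from the rest, where chance gives about 1 in 20 (3.3). The library of HFD mouse 2 in eWAT had 14.78 M counts in genes (next 13.33 M). In the liver, HFD mouse 3 had 17.03 M (next 14 M). Chow mouse 22 had 9.91% of reads in no feature (next 4.09). HFD mouse 7 had an erythroid score of 3.89 (next 4.81), and KrO mouse 28 had 6.30% of counts in mitochondrial genes (next 4.63).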

How the results depend on the processing

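The model without the 2 chow libraries with epididymal transcripts, the model with macrophage and adipocyte scores as covariates and the tests of scores without single libraries were chosen after seeing the data. The number of genes called on HFD stayed within 1.5 times under every alternative run in both tissues (5870 to 6675 in eWAT and 2875 to 4292 in the liver with 1 library left out). On KrO in eWAT it was 19 with no filter on low counts, 337 with voom, 846 with DESeq2, 1695 with DESeq2 at an unadjusted p under 0.01, 0 with the covariates (1641 at an unadjusted p under 0.05 with edgeR) and 0 to 696 with 1 library left out. In the liver it was 10 with no filter, 95 and 617 with DESeq2, and 9 to 38 with 1 library left out. Gene lists called were 0 in each comparison with an estimated correlation, and on KrO 9 in eWAT and 2 in the liver with fry; with 1 library left out they were 23 to 27 and 18 to 25 in eWAT on HFD and KrO, and 24 to 27 and 11 to 19 in the liver. Genes reversed were 648 in eWAT and 40 in the liver with DESeq2, and 1 and 0 with the HFD libraries split, where in the median too few genes were called on KrO for this count to bear on reversal. For the tissue interaction, the mice with both tissues gave 903 genes on HFD with the replicate block and 1718 without it, and on KrO 0 with and without it. The causes of these shifts were not tested, except that fewer libraries enter the fits with libraries left out and those of mice with both tissues.

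Crisp1 in eWAT on HFD ranged from -9.68 without HFD mouse 10 to 1.22 without chow mouse 38. Without the 2 chow libraries with epididymal transcripts, the log2 fold changes on HFD were 0.49 for Ptgs2, 0.75 for Spink8, 0.44 for Defb42, 0.57 for Spink11, 0.22 for Ces5a, 0.24 for Defb30, 0.36 for Gata3 and 3.46 for Crisp1; fewer chow libraries hold epididymal genes there. With the covariates, lists turned direction in eWAT on KrO at adjusted p = 0.485 (adipocyte), 0.00987 (PPARγ targets), 0.333 (apelin), 1.29e-07 (endothelium), 0.00987 (ER stress), 0.147 (male liver genes), 0.246 (hepatocyte), 0.645 (IL-1), 0.0464 (lipogenesis), 0.00838 (mesothelium), 0.424 (mitochondrial β-oxidation), 0.327 (peroxisomal), 0.687 (PPARα), 0.329 (proliferation) and 7.50e-04 (TCA cycle). The adipocyte score is made of the adipocyte list and shares members with the PPARγ, apelin and hepatocyte lists and Cidec with the PPARα list, so these values say nothing of those 5 lists. The NRF2 list turned in the liver on KrO with voom (adjusted p = 0.971).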

Differences from the paper's values

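Sample numbers of eWAT differ in which diet has 8 and which 10, as given with the eWAT data. The paper's upstream regulators are predicted activities from downstream genes, whereas the values here are transcripts and gene lists, so they are not one measure, and the paper's statistics section names Fisher's exact test at a level of 0.01 for the pathway analysis that determined differentially expressed genes, without stating whether p-values of genes were adjusted. The paper gives TRAP1 as activated on HFD and deactivated on KrO in eWAT, while the Trap1 transcript had a log2 fold change of -0.46 on HFD and 0.28 on KrO, and passed on KrO with RLE factors, voom and DESeq2, in the direction opposite to the predicted one. The paper gives negative regulators of differentiation such as KDM5A and STK11 as activated on HFD. Of the transcripts of the 21 genes tested here as restraining differentiation, 8 were lower and 2 higher on HFD. The lower score of these genes did not pass without the 2 chow libraries with epididymal transcripts (-0.09, exact permutation test, adjusted p = 0.284). Stk11 was lower with DESeq2, RLE factors, no filter on low counts, only the 2 diets, voom and, in a model chosen after seeing the values, without those 2 chow libraries. Some transcripts of regulators that the paper names did not pass with edgeR but did, in the direction the paper gives the regulator, under other settings. In eWAT these were Cebpa on KrO with DESeq2 and voom, Il1b and Pparg on HFD with voom, Srebf1 on HFD with DESeq2, RLE factors, voom and only the 2 diets, and Igf1r on HFD with only the 2 diets. Pparg and Srebf1 also passed on HFD without the 2 chow libraries with epididymal transcripts. In the liver it was Acox1 on HFD with voom, while Rela and Nfkbia, which the paper gives as activated on HFD, were lower with voom, Nfkbia at -0.38 (adjusted p = 0.0382). With DESeq2 at an unadjusted p under 0.01, Srebf2 was lower in the liver on KrO (-0.35, p = 0.00199), the direction the paper gives for SREBP2, and Srebf1 was higher (0.48, p = 0.00165), opposite to the one it gives for SREBF1. At that level Cebpa and Trap1 on KrO and Stk11 on HFD in eWAT also passed, as they did with adjusted p-values of DESeq2.

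In the liver the paper describes proinflammatory pathways as reversed by KrO, whereas of the IL-1, macrophage, interferon and NF-κB lists no gene was called by edgeR, DESeq2 or voom at an adjusted p under 0.05, with 0, 1, 9 and 4 genes at an unadjusted p under 0.05 in edgeR. Over all 14222 genes tested there, 1573 stood at that unadjusted level. With DESeq2 at an unadjusted p under 0.01, 2 interferon genes were lower, Ddx60 and Xaf1, 1 NF-κB target, Saa3, was higher, and 0 genes of the other 2 lists passed. The paper gives SREBF1 as activated on HFD, while of 29 lipogenesis genes 8 were lower and 2 higher. It gives insulin receptor signaling as inactivated on HFD in the liver, while 2 of 32 insulin signaling genes were higher and 3 lower. On the cholesterol genes, and on adipocyte and respiratory chain genes in eWAT, the direction of the values here is that of the paper's regulators.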

Other observations

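The tests of the adipocyte and mitochondrial pattern were chosen after the result was seen, and the random splits were planned. In eWAT on HFD, genes of cell division rose, 31 of 32 higher and none lower (31 and 0 adjusted over the list alone; score 1.40, exact permutation test, adjusted p = 0.00160), and T cell markers with them, 15 of 18 higher and none lower (17 and 0 adjusted over the list alone; adjusted p = 0.00246 in the exact permutation test). Mast cell markers were 8 of 10 higher and 1 lower on HFD, also when adjusted over the list alone, with Cpa3, a mast cell protease, at 2.47 (standard error 0.48, adjusted p = 2.74e-04), and on KrO 0 were called by edgeR (0 higher and 6 lower at an unadjusted p under 0.05, 1 lower by DESeq2, 0 by voom and 4 lower adjusted over the list alone), with a median of -0.80. Of 40 enzymes of PUFA and oxylipin metabolism, 4 rose and 21 fell on HFD, also when adjusted over the list alone, with a median of -0.47, adjusted p = 0.121 at the preset correlation and adjusted p = 0.395 with an estimated correlation; the score differed by -0.61, lower in 10 of 10 mice (exact permutation test, adjusted p = 0.00160). Hpgds, a prostaglandin D synthase, was among the 4 that rose, by 3.66 (standard error 0.25, adjusted p = 1.98e-09), and Ptgs2 among the 21 that fell, although it stood at 0.49 without the 2 chow libraries with epididymal transcripts. Cyp2c29, Cyp4a10 and Cyp4a12a, which lists of liver genes also hold, were lower with DESeq2 at an unadjusted p under 0.01. Chow mice 21, 22 and 37 held liver genes at 3.08%, 1.97% and 0.94% of their liver level. Part of the fall may therefore come from carried-over liver transcripts, which was not tested for this list. On KrO 1 of the 40 rose and none fell, also when adjusted over the list alone, namely Ephx2, the soluble epoxide hydrolase that turns epoxides of fatty acids into diols, by 0.62 (standard error 0.15, adjusted p = 0.0491), a call lost without KrO mouse 18 or 23, among other single libraries (highest adjusted p = 0.110).

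In the liver on KrO, the male-biased genes that were lower on HFD had a median of 0.84, with Cyp4a12b the 1 gene called of 19 (8 adjusted over the list alone; adjusted p = 1.00e-11 at the preset correlation and adjusted p = 0.452 with an estimated correlation), and the female-biased genes had -0.82, with Hao2 the 1 called of 12, which did not pass without KrO mouse 17 (adjusted p = 0.0524; 5 adjusted over the list alone; adjusted p = 8.19e-06 at the preset correlation and adjusted p = 0.160 with an estimated correlation). Per mouse the scores differed by 1.17 in 9 of 9 mice and -0.88 in 8 of 9 mice (exact permutation tests, adjusted p = 0.299 and 0.119). The male-biased scores of the KrO mice were spread, at 7.65, 7.79, 8.18 and 8.22 in mice 27, 16, 17 and 28 and from 5.27 to 5.91 in the other 5, against an HFD median of 5.26 and 7.35 in HFD mouse 4. The female-biased scores of mice 16, 28, 17 and 27 were 1.94, 2.38, 2.39 and 3.05, and those of the other 5 lay from 3.06 to 4.02, against an HFD median of 3.99. These mice were not compared as groups.

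Adipocyte and mitochondrial genes were higher in eWAT on KrO while macrophage genes tended lower. A lower share of macrophages alone would raise every other cell type alike, but adipocyte and endothelium scores moved apart by 0.537 (standard error 0.107), 5.043 standard errors. Cell shares may still carry much of the change of the mitochondrial genes: with macrophage and adipocyte scores as covariates their median kept 0.334 of its value (0.07 from 0.21, adjusted p = 0.00838 at the preset correlation). The adipocyte score itself differed by diet, with an overlap of KrO mice 22 and 24 (8.796 and 8.81) and HFD mice 3, 5 and 10 (8.85, 9.00 and 8.802). Another time of day at tissue collection stays open as well, with 1 of 16 clock genes called by edgeR, Nr1d1 (highest adjusted p 0.103 with 1 library left out), 1 by DESeq2 and 5 at an unadjusted p under 0.05. The diet itself is the biological explanation that the design names, and it was not tested apart from these.

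Random splits of the same libraries (100 each) gave a count of genes as large as the real one in 1 split for HFD in eWAT (6553, highest other 4413, with 39 other splits calling any gene), 1 for KrO in eWAT (172, highest other 113), 1 for HFD in the liver (3915, highest other 378) and 3 for KrO in the liver (19, highest other 705, a split that points to structure of the liver samples other than diet). For HFD, splits that part the diets unevenly can carry the diet effect, so calls in other splits do not show other structure. A count as large was rare for KrO in the liver, but other splits reached or passed it, so chance is not excluded there. No other split reached the other counts of genes, which argues against chance for them. The count for KrO in eWAT still fell to 0 without some single libraries. For the number of lists called at the preset correlation, chance cannot be excluded. In eWAT, 24 splits reached 26 lists for HFD (highest other 33) and 24 reached 22 for KrO (highest other 31). In the liver, 10 reached 26 for HFD (highest other 30) and 61 reached 14 for KrO (highest other 33). Genes reversed reached 133 in eWAT in 1 split (highest other 1) and 7 in the liver in 1 split (highest other 0). These splits redrew all 3 diets. A reversed gene needs a call on KrO, and such calls were not counted in these splits. When only HFD and KrO libraries were redrawn, 3 other splits in eWAT and 5 in the liver called any gene. A count near 0 may thus have been set beforehand, so these counts do not decide on reversal.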
